# Genome-wide methylation analysis reveals differentially methylated loci that are associated with an age-dependent increase in bovine fibroblast response to LPS

**DOI:** 10.1186/s12864-017-3796-1

**Published:** 2017-05-25

**Authors:** Filiz T. Korkmaz, David E. Kerr

**Keywords:** DNA Methylation, Innate Immunity, LPS, Inflammation, RRBS

## Abstract

**Background:**

Differences in DNA methylation are known to contribute to the development of immune-related disorders in humans but relatively little is known about how methylation regulates immune function in cattle. Utilizing whole-transcriptome analyses of bovine dermal fibroblasts, we have previously identified an age and breed-dependent up-regulation of genes within the toll-like receptor 4 (TLR4) pathway that correlates with enhanced fibroblast production of IL-8 in response to lipopolysaccharide (LPS). Age-dependent differences in IL-8 production are abolished by treatment with 5-aza-2-deoxycytidine and Trichostatin A (AZA-TSA), suggesting epigenetic regulation of the innate response to LPS. In the current study, we performed reduced representation bisulfite sequencing (RRBS) on fibroblast cultures isolated from the same animals at 5- and 16-months of age to identify genes that exhibit variable methylation with age. To validate the role of methylation in gene expression, six innate response genes that were hyper-methylated in young animals were assessed by RT-qPCR in fibroblasts from animals at different ages and from different breeds.

**Results:**

We identified 14,094 differentially methylated CpGs (DMCs) that differed between fibroblast cultures at 5- versus 16-months of age. Of the 5065 DMCs that fell within gene regions, 1117 were located within promoters, 1057 were within gene exons and 2891 were within gene introns and 67% were more methylated in young cultures. Transcription factor enrichment of the promoter regions hyper-methylated in young cultures revealed significant regulation by the key pro-inflammatory regulator, NF-κB. Additionally, five out of six chosen genes (*PIK3R1, FES, NFATC1, TNFSF13* and *RORA*) that were more methylated in young cultures showed a significant reduction in expression post-LPS treatment in comparison with older cultures. Two of these genes, *FES* and *NFATC1,* were similarly down-regulated in Angus cultures that also exhibit a low LPS response phenotype.

**Conclusions:**

Our study has identified immune-related loci regulated by DNA methylation in cattle that may contribute to differential cellular response to LPS, two of which exhibit an identical expression profile in both low-responding age and breed phenotypes. Methylation biomarkers of differential immunity may prove useful in developing selection strategies for replacement cows that are less susceptible to severe infections, such as coliform mastitis.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12864-017-3796-1) contains supplementary material, which is available to authorized users.

## Background

The innate immune response is an organism’s first line of defense against pathogenic microorganisms and the primary response to tissue damage. Innate immunity is mediated by specialized leukocytes and cells that serve as a barrier to the environment, such as epithelial cells and dermal fibroblasts. Innate immune cells are characterized by their expression of germ-line encoded pattern recognition receptors (PRRs) which recognize conserved molecular patterns (PAMPs), such as lipopolysaccharide found on the outside of Gram-negative bacteria and viral nucleic acids, and elicit the appropriate defense response upon recognition. The most thoroughly characterized of these PRRs are Toll-like receptors (TLRs), a family of type-I transmembrane proteins first discovered in *Drosophila melanogaster* when the *Toll* gene was found to be essential for bacterial and fungal defenses [1, 2]. Upon TLR-ligand binding, an intracellular signaling cascade is activated which allows for the transcription of numerous pro-inflammatory proteins, such as IL-6, TNF-α and IL1-β, through the action of transcription factors NF-κB, AP-1 and Interferon Response Factors (IRFs), among others [3]. While it is clear that the response elicited by TLRs and other PRRs are crucial to the defense against a variety of bacterial, viral and eukaryotic pathogens [4–6], an exacerbated or dysregulated innate response also contributes to infection related inflammatory disorders, such as in antibody dependent enhancement and the subsequent “cytokine storm” characteristic of Dengue hemorrhagic fever [7]. In addition, the type I interferon response, normally beneficial to the host during a viral infection, has been shown to actually increase susceptibility to some bacterial, viral and protozoan infections [8]. The innate response is also a key contributor to a number of sterile pro-inflammatory conditions, such as rheumatoid arthritis and asthma [9, 10].

The severity of bovine mastitis, a primary cause of economic losses to dairy milk production, is similarly more often associated with increased production of pro-inflammatory mediators such as, TNF-α, IL1-ß and IL-6, than it is with number of bacteria present within the mammary gland. Mastitis severity has also been shown to vary greatly, even under controlled experimental settings where pathogen factors are held constant. This suggests host factors play a significant role in mastitis outcome [11]. Several studies have shown a dysregulated population of milk and serum neutrophils, along with greater concentrations of TNF-α and reactive oxygen species, during the peri-partum period when animals are highly susceptible to severe mastitis [12]. Interestingly, priming of the mammary gland with 1 μg of LPS, which causes a substantial but short lived inflammation, reduces severity of experimentally induced *Escherichia coli* (*E. coli)* mastitis 10 days post LPS priming [13]. In an effort to explain the mechanism behind this reduction in mastitis severity, a study by Gunther et al. [14] measured gene expression in response to heat killed *E. coli* in primary mammary epithelial cells following pre-treatment with LPS. Priming of cells was found to increase expression of ß-defensins while decreasing pro-inflammatory and apoptotic gene expression, including IL1-ß, TRAF6, and TNF superfamily proteins (TNFSF13B and TNFSF10), indicating that the previously measured benefit of LPS priming in an intra-mammary infection with *E. coli* was due in part to a reduction in inflammatory response [14]. In a murine mastitis model, administration of LPS into the mammary gland of *TLR4*(−/−) mice to induce mastitis showed that while knockout mice had significantly lower serum cytokines CXCL1, IL1-ß, IL-6, IL-10, TNF-α, CCL2 and IP10, they also experienced a lower degree of mammary gland involution and maintained increased capacity for milk production as compared to wild-type littermates [15]. In agreement with aforementioned studies, our lab has shown that high responding dairy animals, based on dermal fibroblast IL-8 production in response to TLR ligands, have greater tissue damage and neutrophil influx into the mammary gland post-infection and a slower return to pre-infection milk production levels in response to both *Staphylococcus aureus* (*S. aureus*) and *E. coli* mastitis, without any benefit to their ability to clear bacteria [16, 17].

Several factors, including genetic differences, may contribute to variation within an animal’s infection response phenotype. In one example, single nucleotide polymorphisms in the *TLR4* gene have been linked to increased susceptibility to *Mycobacterium avium subspecies tuberculosis*, or Johne’s disease, in Canadian Holsteins [18]. However, a recent study between 3 breeds indicated an estimated heritability of clinical mastitis to be between 2 and 4%, suggesting a very large role for non-genetic factors [19]. Epigenetic modifications, such as DNA methylation, may help to explain discrepancies measured between large phenotypic differences with little genetic basis. In agreement with this, DNA methylation in two breeds of chicken has been shown to contribute to differential susceptibility to infectious diseases such as avian flu and *Salmonella.* Whole genome bisulfite sequencing (WGBS) revealed greater than 5000 differentially methylated regions (DMRs) in lung tissue between the two breeds, with a portion of DMRs falling within gene regions. The methylation data generated by WGBS together with mRNA expression data generated by RNA-seq, also identified genes with both differential methylation and expression, most notably *TLR4* and *PIK3CD* [20].

In support of epigenetic regulation of the bovine innate immune response, data generated in our lab has shown that an age-dependent increase in dermal fibroblast response to LPS is ameliorated following treatment with a DNA methylation and histone deacetylase inhibitor, AZA-TSA [21]. A subsequent study was done to identify methylation and gene expression differences in fibroblast cultures isolated from female calves at 5- and 16-months of age. Transcriptome-wide analysis of these two sets of cultures identified numerous genes within the TLR4 response pathway that were up-regulated in older, more responsive cultures, including TLR4, CD-14, IL-8 and TNF-α [22]. In the same study, we sought to identify changes in DNA methylation between the young and old cultures that contribute to age-related differences in innate immunity, however, the MIRA (methylated CpG island recovery assay)-seq technique that was utilized does not have the resolution required to determine methylation differences at the base pair level. As such, very little difference in methylation was found between the two sets of cultures.

Another phenotypic difference we have identified is the differential response between Holstein and Angus breeds, where Holstein cattle exhibit a much higher fibroblast response to LPS than Angus cattle. The few reports of mastitis in beef cows have also suggested beef breeds are less susceptible to coliform mastitis, with no cases of *E. coli* mastitis cases detected in several studies [23, 24]. In this case, genetic differences between breeds are likely to have an influence, however, calves from these two breeds experience highly disparate upbringing. In contrast with Angus and other beef breeds, Holstein calves are immediately separated from their dam allowing for little to no maternal care which has been shown to contribute to differential methylation of hormone receptors in rats [25]. Again, transcriptome analysis of age-matched fibroblasts isolated from the two breeds revealed a number of pro-inflammatory genes with differential expression, with Holstein cultures exhibiting significant up-regulation as compared to Angus cultures. However, little to no difference in DNA methylation was found using the MIRA-seq technique [26].

Knowledge of epigenetic regulation of the immune response in dairy cattle is currently lacking and will be important to understanding differences in mastitis susceptibility. From the previous studies, it is clear that methylation differences at a base pair resolution are required. As such, the aim of the current study was to identify base-pair specific DNA methylation differences in fibroblasts taken from Holstein heifers at 5- and 16-months of age using reduced representation bisulfite sequencing (RRBS). Once candidate differentially methylated genes were identified, we determined whether methylation effects gene expression by measuring fibroblast gene expression at various time points post-LPS treatment. Furthermore, we determined whether genes regulated by methylation in young and old cultures also differed in gene expression between Angus and Holstein cultures. Overall the current study contributes to our knowledge of candidate immune response genes that are subject to regulation by DNA methylation within the genome of dairy cattle and may lead to a better understanding of the mechanisms that regulate inter-animal variation in susceptibility to severe mastitis.

## Methods

### Experimental animals

Six pairs of dermal fibroblast samples, collected from Holstein heifers at 5 and 16 months of age, were used from a previously characterized cohort of 15 heifer fibroblast samples [27]. Primary dermal fibroblast collection and ranking based on IL-8 production following in vitro LPS stimulation was previously described [27]. The six pairs of fibroblast samples chosen for DNA methylation analysis were all selected from mid-responding animals to reduce inter-animal variation within the two groups that could potentially interfere with any true age effects.

A second set of dermal fibroblasts was collected for the breed difference experiments. Fibroblasts were isolated from four 19-month Holstein and four 19-month Black Angus cows. Fibroblast collection, isolation and LPS response are described elsewhere [26].

In both the age and breed experiments, fibroblasts were stimulated with 100 ng/ml of LPS and RNA isolation was performed side-by-side in neighboring wells. From the same vial of cryopreserved cells used in the LPS challenge, some cells were cultured in a T-75 cm^2^ culture flask for DNA isolation. Cells were again cultured side-by-side and untreated cultures were used for DNA extraction.

All experiments were approved by the Institutional Animal Care and Use Committee at the University of Vermont.

### Fibroblast culturing and LPS challenge

Growth media for fibroblast cultures was Dulbecco’s Modified Eagle Media (DMEM; Hyclone Laboratories, Logan, UT) supplemented with 5% fetal bovine serum (FBS; Hyclone Laboratories), 1% penicillin-streptomycin (Hyclone Laboratories) and 1% insulin-transferrin-selenium (ITS; Mediatech Inc., Herndon, VA). Fibroblasts were revived from cryopreservation and expanded in a T-75 cm^2^ culture flask at 37 °C 5% CO_2_ in a humidified incubator. Confluent flasks were then treated with 0.25% trypsin (MP Biomedical, Santa Ana, CA) and cells were transferred to a 6-well plate at 1.25 × 10^5^ cells/ml in a total volume of 2 ml, or 2.5 × 10^5^ total cells and cultured for 24 h for the LPS challenge experiments. Remaining cells were transferred to a T-75 cm^2^ culture flask and allowed to grow to confluency for subsequent DNA isolation.

After 24 h, cells in the 6-well plates were treated with 100 ng/ml of ultra-pure LPS isolated from *Escherichia coli* O111.B4 (Sigma-Aldrich, St. Louis, MO) for either 0, 2, 8 or 36 h. At 0 and 36 h, media was collected for protein production analysis. After removal from the wells, media was centrifuged at 10,000 × g for 1 min to remove cellular debris and stored at −20 °C until further analysis. At every time point, cells were rinsed gently with Dulbecco’s Phosphate Buffered Saline (DPBS; Hyclone Laboratories) and cell lysate was collected by adding 500 μl cell lysis buffer (5 Prime, Hamburg, Germany) to the well. Cell lysate was stored at −20 °C until RNA isolation.

Cells that were grown in a T-75 cm^2^ culture flask for DNA isolation were treated with trypsin at confluency and centrifuged at 400 × g. The cell pellet was then lysed with 300 μl cell lysis buffer (5 Prime) by adding the lysis buffer and vortexing for 15 s. The cell lysate was stored at −20 °C until DNA isolation.

### Quantification of IL-8 and IL-6 protein

Interleukin-8 production in media from LPS stimulated dermal fibroblasts was determined with a sandwich ELISA (Mabtech Inc., Cincinnati, OH) per manufacturer’s protocol with slight modifications. Capture antibody was diluted 1:500 to 1 μg/ml in 0.05 *M* bi-carbonate buffer. Recombinant bovine IL-8 (Thermo Scientific, Rockford, IL) was used as the assay standard with a detection limit of 156.25 pg/ml. Capture antibody was diluted 1:20,000 in PBS-0.05% Tween-20 to a concentration of 0.025 μg/ml. Streptavidin-horseradish peroxidase was diluted 1:15,000 in PBS-0.05% Tween-20 to a concentration of 0.07 μg/ml.

Interleukin-6 production was also determined by a sandwich ELISA (Thermo Scientific) per manufacturer’s instructions. Briefly, capture antibody was diluted 1:100 in 0.05 *M* bi-carbonate buffer. Recombinant bovine IL-6 (Thermo Scientific) was used as the assay standard with a detection limit of 156.25 pg/ml. Detection antibody was diluted 1:100 in PBS-0.1% BSA. Streptavidin-horseradish peroxidase (Sigma-Aldrich) was diluted 1:2000 in PBS-0.1% BSA to a concentration of 0.5 μg/ml. Development of IL-8 and IL-6 ELISA plates was done by adding 3,3’,5,5’-tetramethylbenzidine substrate (TMB; Thermo Scientific) to the wells and the reaction stopped with 1 *M* H_2_SO_4_.

### DNA extraction and preparation for RRBS

DNA was extracted from 5- and 16- month dermal fibroblasts using a 5-Prime PerfectPure^TM^ Archive DNA Extraction Kit (5 Prime) per manufacturer’s protocol. DNA concentrations were then determined using a Qubit^TM^ 2.0 Spectrofluorometer (Life Technologies, Carlsbad, CA). DNA was diluted to 40 ng/μl and a total of 2 μg was sent to Zymo Research (Irvine, CA) for Methyl-MiniSeq^TM^ RRBS library preparation. Libraries were generated with 200–500 ng of DNA as previously described [28]. Briefly, DNA was sequentially digested with 60 units of TaqαI and 30 units of *MSP*I (NEB, Ipswich, MA) which recognizes CCGG as a cut site and cleaves after the first cytosine, creating DNA products with CG dinucleotides on both ends of the DNA and enriching for CG rich regions. Following enzymatic digestion, DNA products were end-repaired, A-tailed and extracted with DNA Clean and Concentrator Kit^TM^ (Zymo Research). The extracted DNA was then ligated to methylated Illumina primers using the Illumina DNA preparation kit and protocol (Illumina, San Diego, CA). Adaptor ligated DNA was then size selected for desired input fragments (150–250 bp and 250–350 bp) with a 2.5% NuSieve 3:1 agarose gel and extracted using the Zymoclean^TM^ Gel DNA Recovery Kit (Zymo Research). Successfully ligated and purified DNA was then bisulfite converted using the EZ DNA Methylation-Lightning^TM^ Kit (Zymo Research). Control DNA was similarly bisulfite converted to assess conversion rates, which were 99% for all samples. Following conversion, preparative-scale PCR was performed with a total of 16 cycles and PCR products were purified with the DNA Clean and Concentrator Kit^TM^ (Zymo Research). DNA libraries were then sequenced on the Illumina HiSeq2000 (Illumina), generating 50 bp paired-end reads and base-calling was performed using standard Illumina base-calling software.

### DNA sequence processing and alignment

Following sequencing, bioinformatics analysis was performed at Zymo Research using a proprietary analysis pipeline written in Python. Prior to alignment, reads were assessed for quality using FastQC (v0.11.1, Babraham Bioinformatics, UK) and Trim Galore (v0.3.7, Babraham Bioinformatics, UK). Bases with a Phred score greater than 20 were kept for downstream analysis (−−*paired --phred33 -q 20)*. Illumina adaptor trimming was done using Trim Galore with the default settings which are automatically set to standard Illumina adaptors unless otherwise specified. Trim Galore also contains a setting specifically for trimming RRBS data (−−*rrbs*) which was used to further modify our reads. RRBS introduces artificial CpG sites which require trimming in order to avoid them being used in methylation calling. To do so, Trim Galore trims the first 2 bases from the 3′ end of the sequence so the C closest to the second enzyme cut site is not included in methylation calling. Reads were then mapped to an *in-silico* bisulfite converted reference genome (BosTau8/BTau_4.6.1) with the Babraham Bismark software (v0.13.1, Babraham Bioinformatics, UK) using the *bismark_genome_preparation* command, the entire reference genome and with the --*non_directional* parameter applied. Babraham Bismark is designed for aligning bisulfite sequencing data while simultaneously making methylation calls. In the process of bisulfite sequencing, un-methylated cytosines are converted to uracil, while methylated cytosines are unaffected. The result of this is four sets of potential sequences at any given locus. To determine which of these four potential sequences is correct, Bismark creates two bisulfite converted reference genomes, one that is a C ➔ T conversion and one that is a G ➔ A conversion to account for conversion on the reverse strand. Each sequence read is also bisulfite converted *in silico* and is aligned to the pre-converted version of the reference genome. The best alignment is then identified and used to make a methylation call. Alignments that are uniquely mapped were kept for analysis. Alignments that mapped to multiple regions were discarded. 

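The coverage was an even number in all 12 cultures at 122732 of the tested positions (14.6%). If odd and even numbers were equally frequent and independent, 0.0244% would be. The methylated reads of each culture were computed as the ratio times the coverage, rounded to whole reads. Among values with partial methylation and at most 50 reads, 96.4% of 396421 values had an even number of methylated reads at these positions, and 49.2% of 2949315 values had one elsewhere. Neighbouring positions on the same strand at most 50 bp apart were compared next. Where only 1 of the neighbours was even in all cultures, it had exactly 2 times the coverage of the other in all 12 cultures in 16745 of 91030 pairs (18.4%). Of the differentially methylated sites, 2370 (16.8%) were even in all cultures.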

Due to enrichment-constraints of RRBS libraries, duplicates measured as a result of shorter, overlapping paired end inserts were not removed in the sequence data and were counted as two reads.

On average, mapping efficiencies were 25% and ranged between 23 and 27% and the average number of unique CpGs identified were 6.0 million and ranged between 4.8 and 6.6 million. Differentially methylated CpGs falling within −2.5 kb, +1.0 kb of an annotated transcription start site (TSS) were defined as being within the promoter region of a gene. Methylation ratios were used as the comparison parameter to test statistical differences in DNA methylation and these were defined as the number of reads overlapping a particular CpG site which contained either a cytosine or thymine nucleotide. Ratios were then calculated as Methylation Ratio (Mr) = (C)/(C + T).

### Functional analysis

KEGG (Kyoto Encyclopedia for Genes and Genomes) pathway, GO (Gene Ontology) and UCSC (University of California Santa Cruz) Transcription Factor Binding Site (TFBS) analyses were performed using the DAVID (the Database for Annotation, Visualization, and Integrated Discovery) 6.8 platform [29, 30]. Four lists of official gene IDs (all IDs or promoter only with ≥5× or ≥10× coverage) were generated for sites located within annotated genes that were hyper-methylated in either young or old cultures (Additional files 1 and 2). A suggestive analysis was performed on all differentially methylated genes with ≥5× coverage and a conserved analysis was performed with only genes that had ≥10× coverage. Gene IDs from all three gene regions (exon, intron and promoter) were inputted into DAVID, converted to Entrez gene IDs and default parameters were used for KEGG and GO analyses. Only those genes that were covered by RRBS, either at the 5× or 10× level, were set as the background. Promoter gene IDs were used in transcription factor enrichment analysis and TFBS analysis was similarly run with default parameters and *Homo sapiens* as the background due to a lack of support for *Bos taurus* within the UCSC_TFBS tool.

### Gene expression of selected genes

Selected differentially methylated genes and LPS response genes were measured in all fibroblast cultures exposed to LPS for 0, 2 and 8 h. RNA was isolated using the 5 Prime PerfectPure^TM^ RNA Cultured Cell Kit (5 Prime) per manufacturer’s instructions and quantified using a Qubit^TM^ 2.0 Fluorometer (Life Technologies, Carlsbad, CA). First strand cDNA synthesis was done using the ImpromII^TM^ Reverse Transcriptase Kit (Promega, Madison, WI). To determine gene expression, quantitative reverse transcriptase PCR (RT-qPCR) was performed using Thermo Scientific™ Maxima™ SYBR™ Green/Fluorescein 2× qPCR Master Mix (Thermo Fisher) on a CFX96 Touch™ Real-Time PCR machine (Biorad, Hercules, CA) on the selected genes. The gene β-Actin was used as a housekeeping gene control. Cycling conditions were as follows: 95 °C for 2 min followed by 40 cycles of 95 °C for 15 s, 60 °C for 1 min and 72 °C for 1 min after which a melt curve was inserted. All oligonucleotide primer sequences are shown in Table 1. Unless already published primers were available, all primers were designed using Primer 3 on NCBI. An amplicon of 200 – 300 base pairs was designed and the primer binding site could not contain any known SNP. Each primer sequence was then analyzed with an NCBI nucleotide BLAST search to ensure only the intended *Bos taurus* gene was detected. Melt curve analysis was performed on each primer pair and included a negative control reaction (no cDNA). Melt curve analysis revealed only one peak indicative of a single product with no peaks associated with the negative control.

**Table 1:** Real time PCR primers

Gene name	Sequence 5′ to 3′	Reference
β-Actin	F: GCAAATGCTTCTAGGCGGACT R: CAATCTCATCTCGTTTTCTGCG	[84]
Feline Sarcoma Oncogene (FES)	F: GTCTCAGACAAGTCCCCGTG R: AGTCTGAACACAGCGTCAGG	Designed in house
Interleukin 6 (IL6)	F: TGAGGGAAATCAGGAAAATGT R: CAGTGTTTGTGGCTGGAGTG	[84]
Interleukin 8 (IL8)	F: GCTGGCTGTTGCTCTCTTG R: AGGTGTGGAATGTGTTTTTATGC	[84]
Nuclear factor of activated T-cells calcineurin dependent 1 (NFATc1)	F: GTCCGACGTCAAGCGGTAG R: TTGACCGTTACGGGAATGGG	Designed in house
Phosphatidylinositol 3-kinase regulatory subunit alpha (PIK3R1)	F: TCATTCCGGTAGCCGTTTCC R: CTCAGAACTTGCTGCTGGGA	Designed in house
RAR-Related Orphan Receptor A (RORA)	F: ATAACATCTCGGCCAACGGG R: GGAAGAAGCCTGATGCTGGT	Designed in house
Transcription factor 7 (T-cell specific, HMG-box) (TCF7)	F: GAGCCAAAGTCATTGCGGAG R: TCTTTTTCCTCCTGAGTTGGATTC	Designed in house
Tumor Necrosis Factor Super Family 13 (TNFSF13)	F: AGAAGCGCTCAGTTCTGCAT R: CTGTTGTAGGCCCAGTCAGG	Designed in house

### Statistical analysis

To assess differences in cytokine protein production a paired Student’s *t* test was performed using GraphPad Prism Version 6.0 for Windows (GraphPad Software, La Jolla, CA). Differences in DNA methylation at adequately covered (≥5× coverage based on similar RRBS studies [31, 32]) CpG sites was performed at Zymo Research and determined using a paired Student’s *t* test comparing methylation ratios at each site. A clustering dendogram was made according to methylation ratio on the top 100 differentially methylated sites, based on *p*-value. The clustering analysis was performed at Zymo Research using a standard data analysis algorithm with a “complete” linkage method and a “Euclidean Distance” metric. Significance for GO, KEGG and TFBS were determined by a modified Fisher’s Exact test in DAVID as previously described [29] and multiple comparisons correction were done using the Benjamini-Hochberg method. Gene expression differences were determined using either a paired (young vs. old) or unpaired (Angus vs. Holstein) Student’s *t* test at each time point in GraphPad. Protein concentrations and delta Ct values are expressed as the mean +/− standard error (SEM).

## Results

### Fibroblast cytokine response to LPS

Dermal fibroblasts from the same six animals taken at 5 and 16 months of age were revived from cryopreservation for a total of 12 cultures (6 young vs. 6 old). Cultures were subsequently stimulated with LPS (100 ng/ml) for 36 h to determine cytokine protein concentration in the media. Media from unstimulated cultures was used as a negative control. Protein concentrations of interleukin-8 (IL-8) are shown in Fig. 1, panel a. As expected, the 16-month cultures produced significantly more IL-8 (*P* < 0.01) than the 5-month cultures. At 36 h, older cultures had an approximately 5-fold higher concentration of IL-8 than young cultures. No detectable IL-8 was produced in media only controls. Interleukin-6 (IL-6) was also measured in media post 36-h LPS stimulation. In line with IL-8 protein, 16-month cultures produced significantly more IL-6 (*P* < 0.01) than 5-month cultures (Fig. 1, panel b). This difference in older cultures was about 2.5-fold more IL-6 than young cultures. Again, control media IL-6 levels fell below detection limits of this assay.

**Fig. 1:**
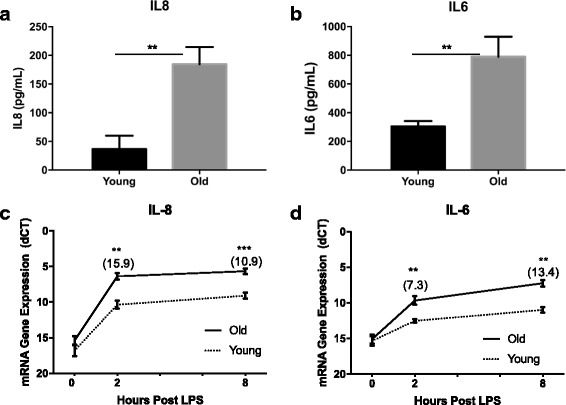
Fibroblast Response to LPS in Young versus Old Cultures. Interleukin-8 (**a & c**) and Interleukin-6 (**b & d**) protein production and gene expression were measured in young and old dermal fibroblasts (n = 6 per group) at various time points post LPS. Protein production is presented in pg/ml following 36 h of LPS stimulation. Gene expression was measured by RT-qPCR and is presented as the change in cycles to threshold (dCT) of gene expression at 0, 2 & 8 h post LPS in comparison to β-actin. Fold change gene expression (Old > Young) is presented in parentheses above each significant time point. All values are displayed as mean (+/− SEM). Significance was measured using a paired Student’s t test at each time point and ** = *P* < 0.01 *** = *P* < 0.001

Next, to determine if cytokine gene expression was also different between the young and old cultures, RT-qPCR was performed on fibroblasts at 0, 2 and 8 h post LPS stimulation. In line with protein production, IL8 and IL6 gene expression levels were upregulated (*P* < 0.01) in old versus young cultures (Fig. 1, panels c and d). Older fibroblast cultures had a 15.9 and 10.9-fold increase in IL8 gene expression and a 7.3 and 13.4-fold increase in IL6 gene expression over younger cultures at 2 and 8 h post LPS stimulation, respectively.

Cytokine protein and expression analyses confirmed that the older dermal fibroblast cultures were much more responsive to LPS than younger cultures. Genomic DNA was then isolated from unstimulated cultures, grown from the same cryopreserved stock used to assess LPS response, and analyzed by RRBS to determine whether methylation differences may contribute to differences in the LPS-induced response.

### Reduced representation bisulfite sequencing in 5-month and 16-month dermal fibroblasts

As outlined in the RRBS project workflow in Fig. 2, genomic DNA from all the cultures were treated with a methylation insensitive restriction enzyme *MSP*I. The restriction enzyme cuts at CCGG sites, following the first cytosine, yielding CG sites on both ends of the resulting DNA fragments. This results in enrichment of fragments from regions in the genomic DNA with many CpG sites, such as CpG islands, that are typically associated with promoter regions of DNA [33]. 

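RRBS was performed on DNA of 12 unstimulated dermal fibroblast cultures, which the sample labels place at passage 6. The cultures came from the same 6 Holstein heifers at 5 months (young cultures 1A to 6A) and at 16 months of age (old cultures 1B to 6B), so the comparison was paired by animal. The authors trimmed the reads, aligned them to bosTau8 (written BosTau8/BTau_4.6.1 in the methods) and kept uniquely mapped reads. They deposited, for each CpG position and strand, the methylation ratio of every culture, C/(C + T), with 2 decimals, and the coverage, which is the number of reads behind that ratio. The sample labels and the methods give different agarose percentages for the size selection gel. The deposited table held 838705 positions, and each had at least 5 reads in every culture. The positions carried between 25962640 and 28820145 read counts per young culture and between 19007741 and 31643295 per old culture. The mean coverage per position was 31.7 in the median young culture and 27.2 in the median old culture, and the median coverage was 14.5 and 12. The highest coverage of a position in a culture was 8006. The paper's numbers of unique CpGs per culture are larger than this table and were not used here. The partner strand of the same CpG was also tested for 437570 of the positions, and the strands were kept as separate sites, as in the authors' table. Each site was tested with the methods' paired t-test on the deposited ratios. A site was called differentially methylated (a DMC) when the unadjusted P was below 0.05 and the mean young minus old difference was at least 0.10. This minimum was taken from the deposited values, because the authors' P is 1 at all 775694 sites with a smaller difference. For sites named individually, P comes from a two-sided exact sign-flip permutation test over the 6 animals. The smallest P that this test allows is 0.031, reached where all 6 animals differ in 1 direction. Positions are counted from 1 on bosTau8. Intervals on shares are Wilson 95% intervals, which cover counting error only.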

In our analysis, 65% of annotated promoter regions, defined as −2500 to +1000 bp from the transcription start site (TSS) had greater than 50× coverage, 8% had less than 50× but greater than 10× coverage, 4% had less than 10× coverage and 23% were not represented.

**Fig. 2:**
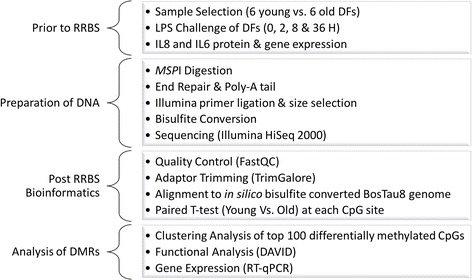
RRBS Project Workflow. Prior to methylation analysis, 6 pairs of fibroblasts isolated from the same animals at 5- and 16-months of age were selected and challenged with LPS for 0, 2, 8 and 36 h to measure cytokine protein and gene expression. In preparation for RRBS, fibroblast DNA was digested with *MSP*I to enrich for CpG rich regions of the genome, followed by end-repair and Poly-A tail addition. The digested DNA was then ligated to Illumina primers, size selected and bisulfite converted prior to sequencing. The subsequent reads were quality controlled by FastQC and Illumina adaptors were trimmed with TrimGalore. Those that passed quality control were then aligned to the BosTau8 genome and uniquely mapped reads were kept for analysis with a paired T test at each CpG site with greater than or equal to 5× coverage. Once differentially methylated sites were identified, clustering analysis was performed on the top 100 sites based on *p*-value. Functional analysis to identify enriched KEGG pathways, GO terms and transcription factors was performed by DAVID and gene expression analysis by RT-qPCR

Following bisulfite conversion, sequencing and post-sequencing bioinformatics, a paired T-test was performed on the methylation ratios between young and old cultures at each sequenced CpG site that met coverage requirements. 

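Of the sites tested, 24094 had an unadjusted P below 0.05 by the methods' paired t-test, with no minimum difference. All 6 differences were 0 at a further 197993 sites, which were given a P of 1. After Benjamini-Hochberg adjustment over all tested sites, 0 sites had an adjusted P below 0.05, and the smallest adjusted value was 0.470. It was 0.155 when only sites with a mean ratio between 0.1 and 0.9 were adjusted, and 0.0538 with ratios recomputed from whole reads, a setting added after its results had been seen. With limma's moderated test and the animal as a block, 34002 sites had an unadjusted P below 0.05 and 0 an adjusted one, with a smallest adjusted P of 0.0865. With a quasi-binomial logistic model on methylated and unmethylated reads, also with the animal as a block, these counts were 19781 and 0. With an unpaired test that left the animal out, they were 24161 and 1. Among 20000 simulated sites, of which 200 differed by 40 percentage points, 32 of the changed sites passed adjustment by the methods' paired t-test and 130 by limma. By the quasi-binomial model 0 of them passed, so its adjusted count does not bear on the question. The simulated adjustment ran over 20000 sites and that of the data over 838705. The changed sites also had the same expected ratio in all animals of an age. How many sites with such a difference would pass in the data is therefore not known.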

Methylation analysis revealed 14,094 differentially methylated CpG sites with *P* < 0.05 and at least 5× coverage. Of these, 9351 (67%) were more methylated in young cultures and 4743 (33%) were more methylated in old cultures. 

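With at least 5 reads in every culture, 14129 sites were differentially methylated, which is 1.68% of the sites tested. The authors' deposited list and this count shared 13858 sites. The median size of the difference was 0.178, and 23.2% of the sites differed by at least 0.25. The median of the mean coverage was 12.8 reads at these sites and 14.2 reads at all tested sites. In 6055 of the sites (42.9%), all 6 animals differed in the same direction. A coverage minimum of 20 reads left 376 sites. The ages were then swapped within animals in each of the 32 possible ways, a swap and its mirror counted as 1. The other 31 swaps gave between 8401 and 12621 sites, with a median of 9125, so the real ages gave the largest count. For 5392 of the sites, the partner strand of the same CpG was tested too. The partner differed in the same direction at 70.2% of them (95% interval 68.9 to 71.4%). The mean size of the difference was 0.198 at the called strand and 0.0754, in the same direction, at the partner. Sites called with swapped ages had a partner with the same direction in a median of 55.8% and at most 67.9%.

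**Figure D1:**
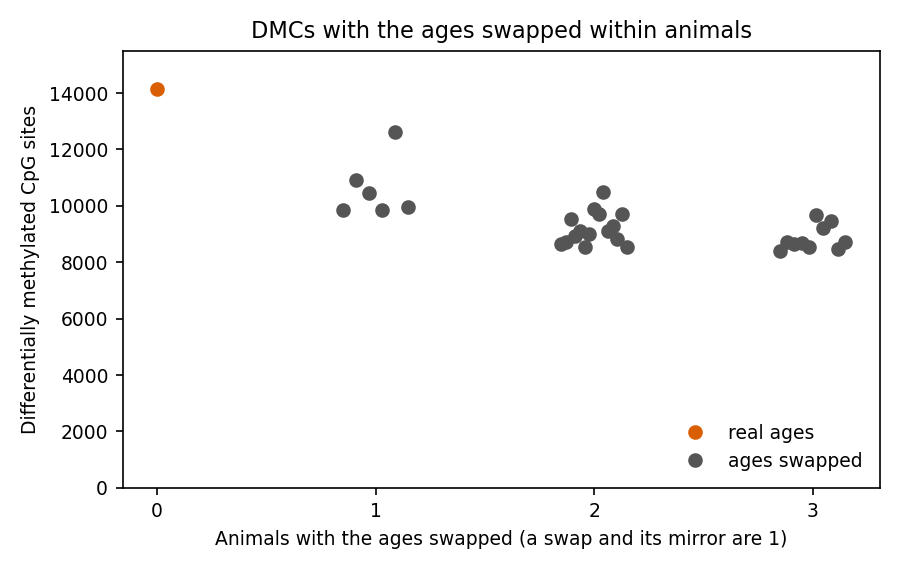
Number of differentially methylated CpG sites (vertical axis) against the number of animals whose ages were swapped (horizontal axis), 1 point per swap. The real ages gave 14129 sites, and swapping 1 animal gave between 9841 and 12621.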

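By the same call, 9370 sites were more methylated in young cultures and 4759 in old cultures. The share more methylated in young cultures was 66.3% (95% interval 65.5 to 67.1%, which treats sites as independent). Sites were not independent: those at most 100 bp apart formed 10953 loci, and 87.3% of the 1953 loci with several sites had all of them in 1 direction. When the ages were swapped within animals, 5 of the 32 swaps, the real ages included, had a share as large in their larger direction, and the highest was 70.0%. With a minimum difference of 0.25, 76.0% of the sites were more methylated in young cultures. When the ratios of the 12 cultures were brought to 1 common distribution, 7697 of 13765 sites (55.9%) were. This last setting was added after the shares had been seen. The X chromosome held 2.65% of the tested sites, 3.68% of the sites more methylated in young cultures and 5.88% of those more methylated in old cultures. In 30 of the 32 swaps, the real ages included, an X share in either direction was as high as the last value.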

Clustering analysis was performed on the top 100 differentially methylated sites (i.e. sites with the greatest significant difference in methylation ratios). The old cultures and young cultures clustered separately, indicating that two distinct methylation profiles exist, where young cultures form one profile and old cultures form a second (Additional file 3).

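Complete linkage on Euclidean distances over the 100 sites with the smallest P placed all 12 cultures on the side of their own age at the first split. The same held with 50 or 500 sites, with average linkage and with sites of at least 10 reads in every culture. The sites were chosen by the age difference, so the choice was repeated for each within-animal swap of the ages. In all 32 swaps the first split separated the swapped groups completely. Over all tested sites, with no selection, the first split set culture 2B apart from the other 11 cultures. The first principal component of the ratios over all tested sites held 11.6% of the variance. Its score was higher in the young than in the old culture of all 6 animals (two-sided exact sign-flip permutation test, P = 0.031). Young cultures scored between -0.0324 and 0.420 and old cultures between -0.503 and -0.103. From the separate clusters of young and old cultures, the paper reasons that each age has a methylation profile of its own.

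**Figure D2:**
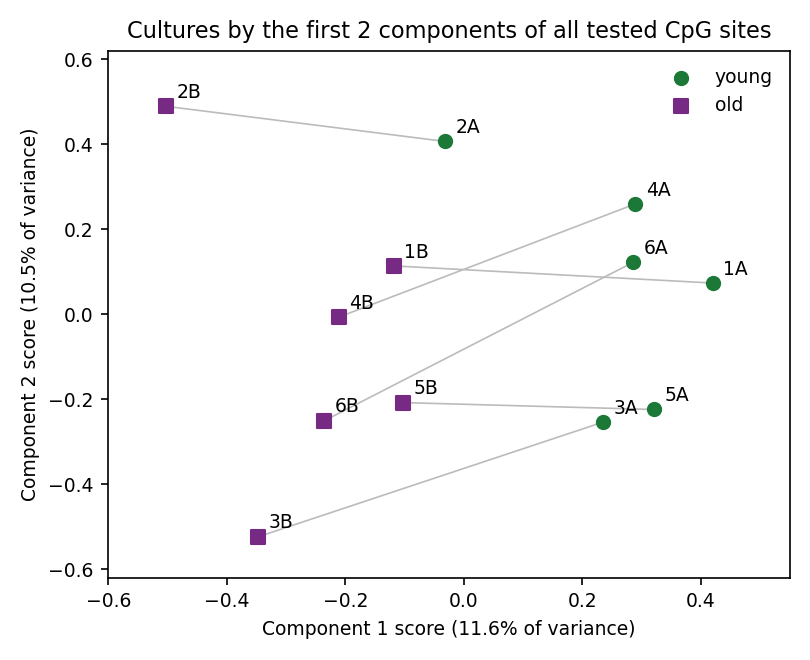
Scores of the 12 cultures on the first component (horizontal axis) and the second component (vertical axis, 10.5% of the variance) of the methylation ratios at all tested sites. Circles are young and squares old cultures, grey lines join the cultures of 1 animal, and every young culture lies to the right of every old culture.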

### Suggestive analysis of differentially methylated genes

Next, we performed a comprehensive, but suggestive functional analysis of all the sites that fell within gene regions and had ≥5× coverage. 

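The authors' annotation covers the sites of their own list, so it could be given for 9199 of the sites more methylated in young cultures. Of these, 740 (8.04%) were annotated to a promoter, 707 (7.69%) to an exon and 1898 (20.6%) to an intron. Some were annotated to more than 1 class, and 2936 (31.9%) had at least 1. A CpG island held 2526 (27.5%) of them. The classes of the tested sites that were not differentially methylated were not analysed here.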

Of the 9351 sites more methylated in young cultures, 752 regions were located in annotated promoters, 720 in gene exons and 1926 in gene introns. 

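Among 4659 annotated sites more methylated in old cultures, 354 (7.60%) were in a promoter, 330 (7.08%) in an exon and 955 (20.5%) in an intron, and 1409 (30.2%) had at least 1 of the classes. CpG islands held 1083 (23.2%, 95% interval 22.1 to 24.5%), against an interval of 26.6 to 28.4% for the sites more methylated in young cultures. The intervals of the promoter shares overlapped, from 6.87 to 8.39% in this direction and from 7.51 to 8.62% in the other. All these intervals treat sites as independent, and the classes were not counted with swapped ages. A difference between the directions is therefore not established.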

Of the 4743 sites more methylated in old cultures, 365 were located in annotated promoters, 337 in gene exons and 965 in gene introns. Sites that fell within annotated genes were used to generate lists of gene IDs with greater methylation in either young or old cultures and functional analysis was performed using DAVID. KEGG pathway analysis on genes more methylated in young cultures identified 5 significantly enriched pathways. These included the “Adherens Junction”, “Proteoglycans in Cancer”, “Rap1 Signaling Pathway”, “Pathways in cancer” and “Melanogenesis”. It is worth noting that the “PI3K-Akt Signaling Pathway” was also enriched with *P* = 0.06 after multiple comparisons correction. In older cultures, 16 pathways were significantly enriched, with the “Cholinergic Synapse” pathway as the top result. A number of secretory pathways and hormone synthesis pathways were also significantly enriched. Among the 16 pathways, those that were of most interest to the current study were the “Calcium Signaling Pathway”, “Inflammatory mediator regulation of TRP channels” and “cAMP signaling pathway”. Among the top significantly enriched GO terms in genes with greater methylation in young cultures were “Transcription Repressor Activity”, “Sequence Specific DNA Binding”, and “RNA Polymerase II regulatory region sequence-specific DNA binding”. Interestingly, in older cultures, only one GO term, “Plasma Membrane” was significant and, in contrast to young cultures, lacked terms related to regulation of gene transcription.

Using the annotated genes from only the promoter sites with greater methylation in either young or old cultures, a transcription factor enrichment analysis was performed using DAVID and *Homo sapiens* as the background species, because *Bos taurus* is not yet supported in the UCSC_TFBS function. Table 2 shows the top 15 most significantly enriched transcription factors that regulate the inputted gene promoters more methylated in young cultures and Table 3 shows transcription factors enriched in gene promoters more methylated in old cultures. A number of transcription factors associated with immune system regulation and the inflammatory response were associated with promoters more methylated in both young and old cultures. Most noteworthy in young cultures was greater methylation in NF-κB associated genes. Also, significantly more methylated in young cultures were genes regulated by PAX5 (also known as B-cell activating protein), and CREB (cAMP-regulated binding protein), a phosphorylation responsive transcription factor that binds to cAMP responsive elements.

**Table 2:** Suggestive transcription factor enrichment of gene promoters more methylated in young cultures

Category	Term	Count^a^	Fold enrichment^b^	FDR^c^
UCSC_TFBS	PAX5	288	1.32	4.35E-09
UCSC_TFBS	LMO2COM	297	1.31	6.04E-09
UCSC_TFBS	P53	321	1.25	2.23E-08
UCSC_TFBS	EGR3	111	1.77	5.34E-08
UCSC_TFBS	AP2	148	1.57	1.04E-07
UCSC_TFBS	NMYC	174	1.48	1.57E-07
UCSC_TFBS	ARNT	243	1.33	2.26E-07
UCSC_TFBS	NRSF	265	1.29	3.42E-07
UCSC_TFBS	MYCMAX	302	1.23	8.19E-07
UCSC_TFBS	NFKB	246	1.30	1.43E-06
UCSC_TFBS	AHRARNT	259	1.28	1.49E-06
UCSC_TFBS	CREB	218	1.33	1.79E-06
UCSC_TFBS	E47	290	1.23	2.99E-06
UCSC_TFBS	COUP	209	1.33	5.73E-06
UCSC_TFBS	TAXCREB	262	1.25	6.31E-06

^a^Number of inputted genes regulated by transcription factor listed

^b^Fold enrichment as measured by Fisher’s Exact Test

^c^Benjamini-Hochberg False Discovery Rate

**Table 3:** Suggestive transcription factor enrichment of gene promoters more methylated in old cultures

Category	Term	Count^a^	Fold enrichment^b^	FDR^c^
UCSC_TFBS	PAX5	187	1.43	8.40E-10
UCSC_TFBS	SP1	95	1.73	1.66E-06
UCSC_TFBS	ATF	113	1.58	3.02E-06
UCSC_TFBS	NRSF	165	1.35	9.59E-06
UCSC_TFBS	MIF1	136	1.43	1.06E-05
UCSC_TFBS	P300	124	1.47	1.09E-05
UCSC_TFBS	ZID	150	1.38	1.14E-05
UCSC_TFBS	SREBP1	178	1.28	4.10E-05
UCSC_TFBS	MYOGNF1	145	1.35	6.27E-05
UCSC_TFBS	TAXCREB	162	1.30	8.37E-05
UCSC_TFBS	ZIC3	123	1.41	8.80E-05
UCSC_TFBS	MZF1	147	1.33	9.46E-05
UCSC_TFBS	AHRARNT	158	1.31	9.57E-05
UCSC_TFBS	HMX1	139	1.34	1.39E-04
UCSC_TFBS	TAL1BETAITF2	158	1.29	1.50E-04

^a^Number of inputted genes regulated by transcription factor listed

^b^Fold enrichment as measured by Fisher’s Exact Test

^c^Benjamini-Hochberg False Discovery Rate

In old cultures, PAX5 was similarly enriched along with SP.1, p300 (a CREB co-activator), and ATF or activating transcription factors, which are diverse members of the ATF/CREB family of transcription factors with a range of physiological functions.

### Conserved analysis of differentially methylated genes

In a second, conserved analysis we focused solely on sites with ≥10× coverage, which is the minimum coverage that is necessary to accurately determine differentially methylated sites in an RRBS analysis. 

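At least 10 reads in every culture were present at 273681 of the tested sites (32.6%). Of these, 2901 were differentially methylated, which is 20.5% of the sites called with at least 5 reads. When only the mean coverage of the 12 cultures had to reach 10 reads, the count was 10652. The other within-animal swaps of the ages gave between 1777 and 2522 such sites.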

The additional filtering left 2865 differentially methylated sites. Of these, 1922 were more methylated in young cultures and 943 were more methylated in old cultures. 

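With 10 reads in every culture, 1941 sites (66.9%) were more methylated in young cultures and 960 in old cultures. Among the 32 within-animal swaps of the ages, 7 had a share as large in their larger direction, and the highest was 74.0%.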

In young cultures, 134 gene promoters, 98 exons and 354 introns were hyper-methylated and in old cultures only 42 gene promoters, 45 exons and 150 introns were hyper-methylated in comparison to young cultures. 

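Of the annotated sites with 10 reads in every culture, 131 in promoters, 97 in exons and 343 in introns were more methylated in young cultures, and 42, 45 and 149 in old cultures. A fixed rule then named the 5 sites with the largest mean difference per direction, 1 per gene, among 361 annotated sites with 10 reads in every culture and the same direction in all 6 animals. The exact P of each is therefore 0.031, and 0 sites pass Benjamini-Hochberg adjustment over all sites. Among those more methylated in young cultures were intron sites of AP3B1, PPP1R7 and ITPR1 and a promoter site of PIK3R1. At the AP3B1 site (chromosome 10, position 9053334) the ratio was 68.3% ± 14.0 (SD, n = 6) in young and 12.5% ± 15.7 in old cultures, at a mean coverage of 20.3 reads. The differences at PPP1R7 (chromosome 3, position 120858816) and ITPR1 (chromosome 22, position 21639676) were 55.2 and 54.5 percentage points. The partner strands of these 3 sites differed by 35.2, 34.2 and 45.8 points, and the exact P was 0.031 for each with the strands merged. More methylated in old cultures were an exon site of CRB1 (chromosome 16, position 78258806), with 13.3% ± 15.4 in young and 57.3% ± 7.39 in old cultures (SD, n = 6), and sites of PTGIS, IGF2R, CCDC151 and VGLL4. Their young minus old differences were -38.7, -36.3, -36.2 and -35.3 percentage points. The partner strand of the CRB1 site differed by -14.8 points, and with its strands merged the difference was -31.7 points (exact P = 0.0625). A single young culture stood apart from the other young cultures at the CRB1 site (2A, with 42%) and at the CCDC151 site (6A, with 8%). The coverage was even in all 12 cultures at the sites of AP3B1, ITPR1, CRB1 and CCDC151. The PIK3R1 site was not even in all cultures. Its mean coverage of 20.2 reads stood beside 10.2 reads at position 11409911, so fragments counted 2 times are not excluded there.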

The genes associated with these regions were used to conduct a conserved GO, KEGG and TFBS analysis. Interestingly, with the additional filtering we found no significant GO terms associated with either young or old cultures, although “Semaphorin Receptor Activity” trended (*P* < 0.10) towards significance in old cultures. Two KEGG pathways, “Adherens Junction” and “Proteoglycans in Cancer” remained significantly associated with young cultures and no KEGG pathways were found to be associated with old cultures. Finally, 21 transcription factors were identified as significantly enriched in hyper-methylated promoter regions in young cultures, the top 10 of which are listed in Table 4. We did not identify any transcription factors enriched in our assessment of hyper-methylated promoters in old cultures. Many of the transcription factors that were identified in the suggestive analysis in young cultures remained significant, including PAX5 and most notably, NF-κB that was found to be associated with 56 out of 134 gene promoters more methylated in young cultures.

**Table 4:** Conserved transcription factor enrichment of gene promoters more methylated in young cultures

Category	Term	Count^a^	Fold enrichment^b^	FDR^c^
UCSC_TFBS	P300	49	1.67	0.007
UCSC_TFBS	TAL1BETAITF2	60	1.40	0.024
UCSC_TFBS	CDC5	52	1.46	0.027
UCSC_TFBS	ROAZ	52	1.44	0.027
UCSC_TFBS	P53	69	1.29	0.028
UCSC_TFBS	COUP	48	1.46	0.031
UCSC_TFBS	NFKB	56	1.42	0.032
UCSC_TFBS	EGR3	25	1.92	0.032
UCSC_TFBS	AP2	35	1.78	0.032
UCSC_TFBS	AP2GAMMA	18	2.19	0.040

^a^Number of inputted genes regulated by transcription factor listed

^b^Fold enrichment as measured by Fisher’s Exact Test

^c^Benjamini-Hochberg False Discovery Rate

### Fibroblast gene expression of differentially methylated genes

Selected differentially methylated genes were analyzed by RT-qPCR to determine whether changes in methylation resulted in differences in gene expression. The rationale for choosing the analyzed genes was that there was a greater than 25% methylation difference in at least one region in young versus old cultures, the sites had on average greater than 10× coverage across the 12 animals, methylation was greater in young versus old cultures and that there was some evidence in the literature that the genes are involved in immune response regulation. The six selected genes, and number and location of differentially methylated regions are listed in Table 5, along with a summary of expression differences.

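The authors' list of sites with P below 0.05 held 46 sites annotated to the 6 genes, of which 45 were more methylated in young cultures. All 6 animals differed in the same direction at 23 sites, the only ones with an exact P below 0.05. After Benjamini-Hochberg adjustment, 0 sites were below 0.05 adjusted over the list alone, where the smallest value was 0.0625, and 0 over all tested sites. The list was chosen on these same cultures, and the paper chose the genes for more methylation in young cultures. The shared direction and any count of sites that pass a test on this list are therefore not independent evidence. The count over all tested sites decides nothing about these sites. The exact P cannot go below 0.031, and only 9109 of 838705 sites reached that, too few for any to pass. By the quasi-binomial model with the animal as a block 38 of the sites had an unadjusted P below 0.05, and by an exact permutation test that ignored the pairing 43 did. With 5 animals the exact sign-flip test cannot go below 0.0625, so no site could pass with an animal left out. The partner strand was tested for 19 of the sites, but 14 of these are the strands of 7 CpGs with both strands listed. At the 5 sites whose partner was not listed, the partner differed in the same direction, and with the strands merged 2 of the 5 had an exact P below 0.05. The coverage was even in all cultures at 15 of the 46 sites. A difference above 25 percentage points, a mean coverage above 10 reads and a P below 0.05 by the methods' paired t-test were met by 4 sites of FES, 5 of NFATC1, 4 of PIK3R1, 6 of RORA, 1 of TNFSF13 and 2 of TCF7.

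**Figure D3:**
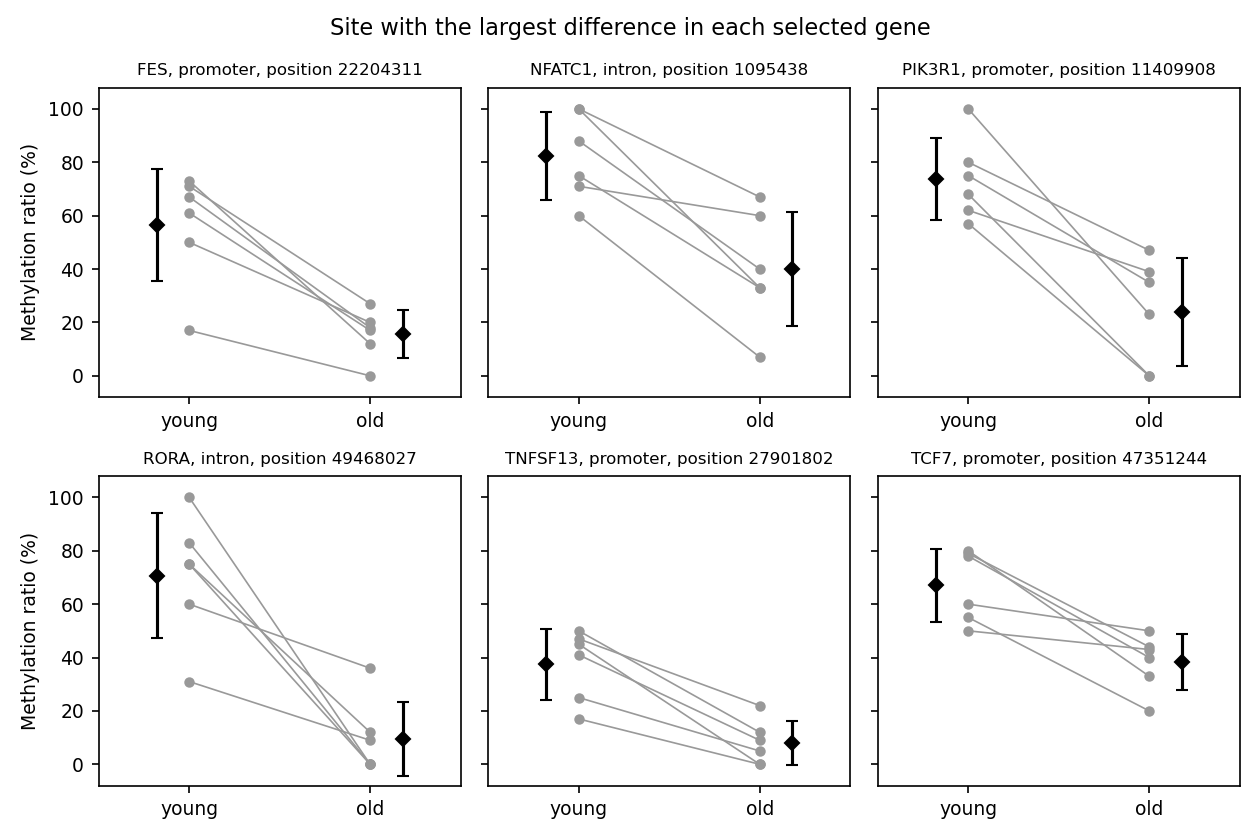
Methylation ratio in percent (vertical axis) of the young and old cultures at the site with the largest difference in each of the 6 genes. Grey lines join the cultures of 1 animal, black diamonds with bars are the mean and SD (n = 6), and the ratio fell from young to old in every animal at all of these sites.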

**Table 5:** Summary of selected innate response genes hyper-methylated in young cultures

Gene name	Number of differentially methylated sites^a^	Location of differentially methylated sites	Expression (Old > Young) at 0, 2 & 8 H post LPS^b^	Expression (Holstein > Angus) at 0, 2, & 8 H post LPS^b^
FES	2	Promoter, Exon	5.7, 4.3, 6.3	3.7, 5.4, 4.8
NFATc1	3	Promoter, Intron	1.8, 1.8, ---	2.2, 6.5, 1.7
PIK3R1	2	Promoter, Intron	3.0, 2.6, 2.5	---, 2.4, (−1.9)
RORA	5	Intron	---, ---, 2.1	2.0, 2.2, ---
TNFSF13	1	Promoter	2.0, 1.6, 2.8	---, ---, ---
TCF7	2	Promoter	---, ---, ---	4.5, ---, 4.3

^a^Number of differentially methylated CpGs (*P* < 0.05, >25% meth diff)

^b^Displayed as fold change at 0, 2 or 8 H post LPS. Positive values indicate (Old > Young) or (Holstein > Angus), negative values indicate (Young > Old) or (Angus > Holstein) and --- signifies *P* > 0.10

Gene expression analysis of the LPS responsiveness of the six selected genes hyper-methylated in young versus old cultures is shown in Fig. 3. Overall, 5 of the 6 selected genes showed a reduced expression in cultures established from the animals at 5 vs. 16 months of age. Two of the 6 genes, *FES* and *PIK3R1*, had reduced expression in the younger cultures at all 3 time points, with a 5.7, 4.3 and 6.3-fold (*P* < 0.01) lower expression in FES and 3.0, 2.6, and 2.5-fold (*P* < 0.01) lower expression in PIK3R1 at 0, 2 and 8 h post LPS stimulation, respectively. Both genes had differentially methylated sites located in the promoter region, a single site located 23 base pairs upstream from the transcription start site (TSS) of *PIK3R1* and two sites, 4 and 6 base pairs, downstream of the TSS in *FES*. Additionally, *FES* had two differentially methylated sites located within exon regions and *PIK3R1* had one site located within the first intron of the gene. Expression of these genes was not affected by LPS stimulation.

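In the PIK3R1 promoter on chromosome 20, the listed sites were at positions 11409907 and 11409908, the strands of 1 CpG, and at 11409911 and 11409955. At 11409908 the ratio was 73.7% ± 15.4 (SD, n = 6) in young and 24.0% ± 20.1 in old cultures (exact P = 0.031), at a mean coverage of 20.2 reads. The plus strand of that CpG had a mean coverage of 9.17 reads and a difference of 45.0 percentage points (SD 39.7, exact P = 0.0625). The differences at the other positions were 33.3 and 33.2 points. In FES on chromosome 21, positions 22204111 and 22204113 were annotated to both the promoter and an exon. Their ratios were 30.5% ± 20.3 and 36.3% ± 24.6 (SD, n = 6) in young cultures and 5.67% ± 6.50 and 7.67% ± 4.76 in old cultures. At both positions 5 of the 6 animals had the higher ratio in the young culture, with an exact P of 0.0625 and 0.0938. Both had a mean coverage of 21.3 reads, even in all cultures, against 10.7 reads at the neighbouring position 22204150, where the ages differed by 0.500 points (SD 15.6). Between positions 22204238 and 22204372, 6 further promoter sites were listed, and their differences ran from 10.2 to 40.8 points. Culture 5A stood apart from the other young cultures at 22204238, with 57%, and culture 5B was the only old culture above 0% at 22204253. The largest, at 22204311, rested on 56.5% ± 21.0 in young and 15.7% ± 9.09 in old cultures (SD, n = 6, exact P = 0.031). The distance of a site to the transcription start site was not computed.

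**Figure D4:**
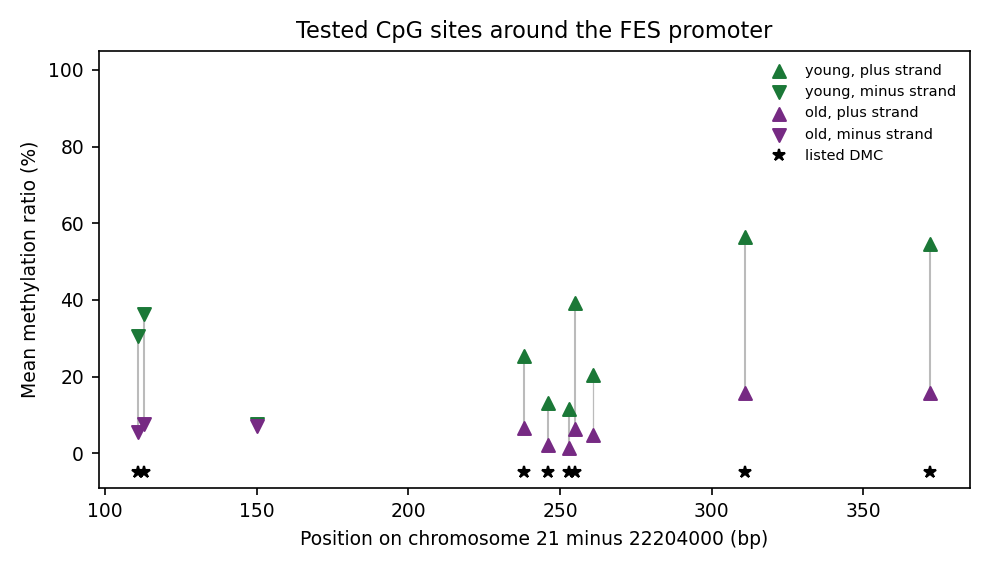
Mean methylation ratio in percent (vertical axis) of the young and old cultures at the 10 tested CpG sites around the FES promoter, by position in bp along chromosome 21 (horizontal axis). Triangles give the strand, grey lines join the ages at a site, and stars mark the 8 sites of the authors' list, all higher in young cultures.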

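A site annotated only to an exon of FES, at position 22203082, had a ratio of 54.2% ± 24.6 (SD, n = 6) in young and 25.8% ± 9.93 in old cultures, with a mean coverage of 9.08 reads. Here 5 of 6 animals were higher in the young culture (exact P = 0.0625). A site in an intron of FES, at 22198511, went the other way, with 71.7% ± 8.50 in young and 89.0% ± 13.3 in old cultures (exact P = 0.031), and its partner strand differed by -19.5 percentage points. With these strands merged the difference was -17.9 points (exact P = 0.0625). In the annotated introns of PIK3R1, positions 11398981 and 11399006 had differences of 24.2 points (SD 12.7, exact P = 0.031) and 30.7 points (SD 27.4, exact P = 0.0625). The mean coverage of each was 20.0 reads, even in all cultures. At the first of these positions culture 5A had 82%, apart from the other young cultures. Within 500 bp of the listed FES sites, 6 of 10 other tested positions were higher in young and 4 in old cultures. Their mean difference was 2.62 points. Near the listed PIK3R1 sites all 4 other positions were higher in young cultures, by a mean of 12.9 points.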

**Fig. 3:**
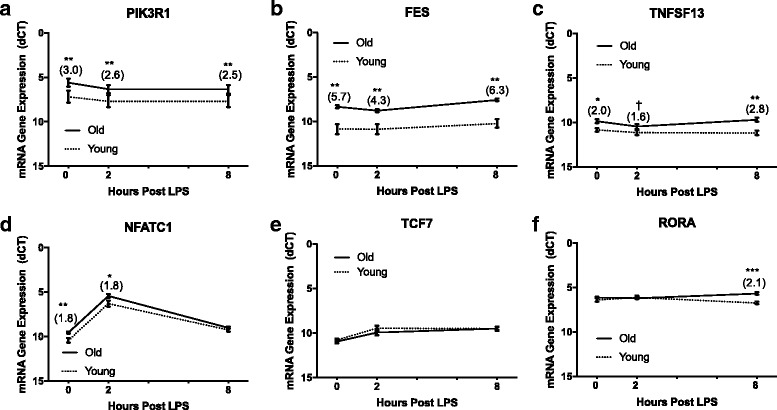
Gene Expression post LPS treatment of Selected Differentially Methylated Genes in Young and Old Fibroblast Cultures. Expression of six genes more methylated in young cultures (**a**) PIK3R1, (**b**) FES, (**c**) TNFSF13, (**d**) NFATC1, (**e**) TCF7 and (**f**) RORA were measured in young and old fibroblasts (*n* = 6 per group) at 0, 2 and 8 h post LPS. Expression was measured by RT-qPCR and values are presented as dCT in comparison to β-actin. Fold change gene expression (Old > Young) is displayed in parentheses above each significantly different time points. All values are displayed as mean (+/− SEM). Significance was determined using a paired Student’s t Test at each time point post LPS treatment and *** = *P* < 0.001, ** = *P* < 0.01, * = *P* < 0.05, † = *P* < 0.10

A gene that encodes a TNF superfamily member ligand, TNFSF13 also known as APRIL, also showed significantly lower expression in young cultures at 0 and 8 h post LPS stimulation (2.0 and 2.8-fold, *P* < 0.05), with a trend towards significantly lower expression at 2 h (1.6-fold, *P* < 0.10), but was not affected by LPS stimulation. 

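Promoter sites of TNFSF13 on chromosome 19 were listed on the minus strand at positions 27901783, 27901802 and 27901816. At 27901802 the ratio was 37.5% ± 13.4 (SD, n = 6) in young and 8.00% ± 8.37 in old cultures, with 6 of 6 animals higher in the young culture (exact P = 0.031). It was the only one of these sites with a difference above 25 percentage points. Its mean coverage was 25.7 reads, against 12.9 reads at each of the others, and the partner strand differed by 12.7 points. The others differed by 20.3 points (SD 16.6, exact P = 0.0625) and 19.3 points (SD 9.56, exact P = 0.031). Around these sites, 11 further positions within 500 bp were tested, and their mean difference was 4.85 points. The sequence around the sites was not analysed here.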

*TNFSF13* had one differentially methylated site in the gene promoter region, 145 bases upstream from the TSS in the anti-sense position and directly downstream from a site on the positive strand with 93% sequence similarity to the consensus NF-kB binding site. The gene, *NFATC1*, that encodes an LPS responsive transcription factor, had significantly lower expression in young versus old cultures at 0 and 2 h post LPS stimulation, with both time points showing a 1.8-fold (*P* < 0.05) lower expression in young cultures. Expression of NFATc1 also increased 17.5 +/− 5.6-fold 2 h post LPS stimulation, with no difference in fold change between young and old cultures. By 8 h post-challenge, expression returned to near basal levels. The *NFATC1* gene had one differentially methylated site located within a CpG island in the promoter region, approximately 1000 bp upstream from the TSS and downstream of a potential Sp1 binding site. 

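The promoter site of NFATC1, on the minus strand of chromosome 24 at position 1100874, had a ratio of 77.5% ± 19.5 (SD, n = 6) in young and 37.5% ± 21.4 in old cultures. All 6 animals were higher in the young culture (exact P = 0.031), at a mean coverage of 16.1 reads. The partner strand differed by 34.0 percentage points (SD 39.4). With the strands merged the difference was 32.8 points (exact P = 0.0625).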

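In the introns of NFATC1, 10 sites were listed, all more methylated in young cultures, with differences from 14.7 to 42.3 percentage points. The largest was at position 1095438, with 82.3% ± 16.4 (SD, n = 6) in young and 40.0% ± 21.5 in old cultures at a mean coverage of 11.1 reads (exact P = 0.031). At the CpG at 1038351 and 1038352 both strands were listed, with differences of 25.3 and 37.0 points. The old cultures' ratio at 1038352 was 0% in all but culture 1B, where it was 27%. Which intron holds each site is not given in the annotation. Within 500 bp of all listed NFATC1 sites, 23 of 25 other tested positions were higher in young and 2 in old cultures. Their mean difference was 13.8 points.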

Two additional differentially methylated sites were located within the last intron of the *NFATC1* gene.

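RORA had 10 listed sites in introns on chromosome 10, all more methylated in young cultures. The largest differences were at 49468027, with 70.7% ± 23.4 (SD, n = 6) in young and 9.50% ± 14.0 in old cultures, and at 49682766, with 91.0% ± 11.9 in young and 31.5% ± 17.1 in old cultures (exact P = 0.031 at both). The mean coverage was 18.7 and 10.8 reads. Culture 1B, with 36%, stood apart from the other old cultures at the first of these positions. Positions 49468020, 49468021, 49468026 and 49468027 are the strands of neighbouring CpGs, and their coverage was even in all cultures. The smallest difference, 10.3 points at 49298547, had the same direction in all 6 animals (paired exact P = 0.031), and an exact P of 0.379 by the permutation test that ignored the pairing. Within 500 bp of the listed sites, 6 of 8 other tested positions were higher in young cultures.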

The only selected gene that did not have differences in promoter methylation, *RORA*, had 6 differentially methylated sites located in the first intron of the gene. Gene expression analysis showed significantly lower levels of expression in young versus old cultures at 8 h post LPS treatment (2.1-fold, *P* < 0.001) with no change in response to LPS. 

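TCF7 had 6 listed promoter sites in a CpG island on chromosome 7, and 2 of them differed by more than 25 percentage points. At position 47351244 the ratio was 67.0% ± 13.5 (SD, n = 6) in young and 38.3% ± 10.6 in old cultures (exact P = 0.031), at a mean coverage of 12.8 reads. At 47350996 it was 33.3% ± 19.2 in young and 7.17% ± 8.11 in old cultures, with 5 of 6 animals higher in the young culture (exact P = 0.0625) and a mean coverage of 17.8 reads. The partner strand of the latter, at 47350997, differed by 20.3 points, and there culture 5B had 42%, apart from the other old cultures. With these strands merged the difference was 22.2 points (exact P = 0.031). All 7 other positions tested within 500 bp of the listed sites were higher in young cultures, by a mean of 19.2 points. Several of them had the same mean coverage as a listed site (17.9, 23.2 or 12.8 reads). They may share its reads and are not separate evidence.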

Finally, we measured *TCF7*, the gene that transcribes the transcription factor TCF7, that had 2 differentially methylated sites located within a CpG island in the promoter region. The first CpG was located approximately 1200 bp upstream from the TSS and near to a potential NFAT5 binding site and the second CpG was approximately 979 bp upstream from the TSS on the anti-sense strand. Interestingly, no significant expression differences were detected in young versus old cultures. However, there was a small increase in gene expression of TCF7 in response to LPS. Expression was increased 2.3 +/− 0.7-fold and 2.7 +/− 0.9-fold at 2 and 8 h, respectively, with no difference between young and old cultures.

### Gene expression of differentially methylated genes in Angus vs. Holstein fibroblast cultures

Finally, we wanted to determine whether differentially methylated genes identified in young versus old cultures would differ in expression in a second high vs. low LPS responsive cattle phenotype recently discovered in our laboratory. Just as with the age difference, we have shown that dermal fibroblasts collected from the Holstein breed are much more responsive to LPS than fibroblasts collected from the Angus breed [26]. To determine whether similar gene expression differences could be detected between breeds, RT-qPCR was performed on age-matched dermal fibroblast cultures at 0, 2 and 8 h post-LPS treatment. Greater LPS-induced IL-8 and IL-6 protein production and gene expression in Holstein vs. Angus cultures have been described elsewhere [26].

Gene expression analysis was performed on the same 6 genes that were differentially methylated in the young versus old fibroblast cultures, where young cultures had greater methylation and, with the exception of TCF7, lower expression. As shown in Fig. 4 and summarized in Table 5, the majority of the genes were similarly upregulated in Holstein cultures as they were in older cultures. Two notable exceptions to the pattern seen in our young versus old analysis were in TNFSF13, where no difference was measured in Angus versus Holstein cultures, and in TCF7 which was upregulated in Holstein cultures at 0 and 8 h post LPS treatment. Under basal conditions, Holstein cultures expressed TCF7 4.5-fold (*P* < 0.01) higher than Angus cultures and at 8 h post LPS TCF7 expression was 4.3-fold (*P* < 0.05) higher in Holstein cultures. Interestingly, at 2 h post LPS treatment, Angus cultures increased TCF7 gene expression 5-fold, while Holstein cultures only increased expression 2-fold. This fold increase at 2 h was significantly higher in Angus cultures (*P* < 0.05) as compared to Holstein cultures, although Holstein cultures did have a significantly (*P* < 0.05) higher level of expression at 2 versus 0 h. While Holstein cultures continued to maintain elevated expression of TCF7, Angus cultures had started to return to basal levels of expression at 8 h post LPS, although expression was still significantly higher (*P* < 0.05) than without treatment.

**Fig. 4:**
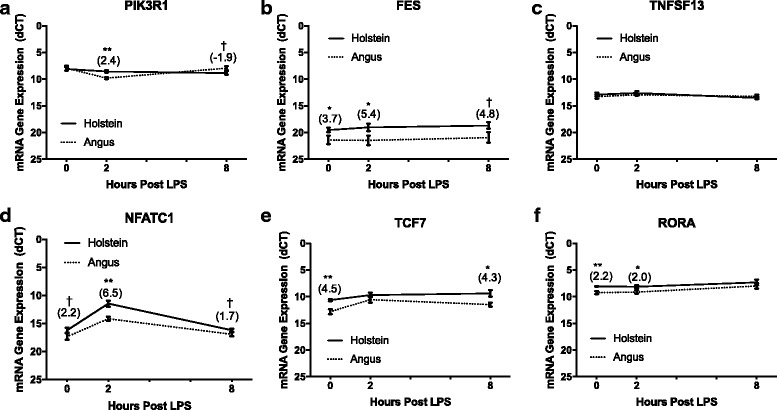
Gene Expression post LPS Treatment of Selected Genes from RRBS Analysis in Angus and Holstein Fibroblast Cultures. Expression of six genes more methylated in young cultures, (**a**) PIK3R1, (**b**) FES, (**c**) TNFSF13, (**d**) NFATC1, (**e**) TCF7 and (**f**) RORA were measured in fibroblasts isolated from 19-month Angus and Holstein cows (n = 4 per group) at 0, 2 and 8 h post LPS. Expression was measured by RT-qPCR and values are presented as dCT in comparison to β-actin. Fold change gene expression is displayed in parentheses above each significantly different time point, whereby positive values indicate Holstein > Angus and negative values indicate Angus > Holstein. All values are displayed as mean (+/− SEM). Significance was determined using an unpaired Student’s t Test at each time point post LPS treatment and ** = *P* < 0.01, * = *P* < 0.05, † = *P* < 0.10

Similar to old cultures, Holstein cultures had significantly (*P* < 0.05) higher expression of FES at 0 and 2 h post LPS treatment, with expression levels being 3.7 and 5.4-fold higher, respectively, and a trend (4.8-fold, *P* < 0.10) towards higher expression in Holstein cultures at 8 h post LPS. PIK3R1 also had higher levels of expression (*P* < 0.01) 2 h post-LPS treatment in Holstein cultures. This difference was due to a significant (*P* < 0.01) 4-fold decrease in PIK3R1 gene expression in Angus cultures that was not detected in Holstein cultures. By 8 h post LPS treatment, PIK3R1 expression returned to near-basal levels in Angus cultures.

Most noteworthy was the gene, *NFATC1*, which showed a very similar gene expression pattern between breeds as was seen in the age difference. Both Angus and Holstein cultures significantly increased their expression of NFATc1 at 2 h post LPS treatment (30-fold and 12-fold respectively), with Holstein cultures having a 6.5-fold higher (*P* < 0.01) level of expression over Angus cultures at 2 h post LPS. Holstein cultures also trended towards greater expression (2.2 and 1.7-fold, *P* < 0.10) at 0 and 8 h post-LPS. By 8 h post LPS, both breeds returned to basal levels of expression. Finally, RORA, had higher (*P* < 0.01) levels of expression in Holstein cultures at 0 and 2 h post LPS treatment. At 0 h, Holstein cultures had a 2.2-fold higher level of expression and at 2 h they had a 2.0-fold higher level of expression. No LPS treatment effect was detected.

## Discussion

An increase in the systemic production of pro-inflammatory mediators has been well characterized as a component of the aging process, heightening the risk of cardiovascular, neurodegenerative and other diseases in humans. This process, coined by Franceschi et al.,[34] as “inflamm-aging”, is highlighted by increased concentrations of serum TNF-α, IL1-ß and IL-6 along with acute phase proteins, such as C reactive protein [34, 35]. To determine the potential mechanism behind an increase in chronic inflammation associated with age, both in healthy aging individuals and during the diseased state, regulation of pro-inflammatory gene expression by DNA methylation has been widely studied.

A substantial decrease in methylation at a single CpG site in the promoter of the *IL6* gene was measured in patients with rheumatoid arthritis versus healthy controls. In the same study, ranking of healthy control macrophages in response to LPS showed that an increase in LPS-induced IL-6 production was correlated with a decrease in *IL6* promoter methylation [36]. Epigenetic regulation of another pleiotropic pro-inflammatory cytokine gene, *TNF,* has been similarly described. In comparison to healthy controls, patients with previous exposure to the Dengue virus have higher blood TNF-α expression with a concomitant decrease in promoter methylation [37]. DNA methylation changes have also been reported to occur in *TNF* in humans as part of the natural aging process. Macrophages obtained from 78 healthy individuals showed a 1.4% per decade decrease in three 5’ CpG motifs located with the *TNF* promoter [38]. Increased methylation of *TLR4*, the key TLR in response to LPS, has also been shown in the context of intestinal epithelial homeostasis, whereby intestinal epithelial cells are made tolerant to stimulation by commensal microbiota through down-regulation of TLR4 to avoid continuous inflammation [39]. In that study, a comparison between a high responding and a low responding intestinal epithelial cell line showed that the lower responding cells not only exhibit decreased expression but also enhanced methylation in 11 CpG sites in the gene promoter of the *TLR4* gene. Furthermore, inhibition of DNA methylation with AZA treatment in these two cell lines abolished the difference in TLR4 expression, further establishing a causal role for DNA methylation in the regulation of TLR4 [39].

Research on epigenetic regulation of the immune response in livestock species has been somewhat more limited. However, it has been shown that in response to LPS treatment, bovine PBMCs decrease expression of methylation and histone deacetylation enzymes, suggesting LPS treatment may result in lower gene methylation and increased histone acetylation [40]. The effects of *Mycobacterium bovis* infection on global DNA methylation and gene expression have also been reported in bovine CD4+ T- cells, whereby, DNA methylation was negatively correlated with expression of interferon-γ (*IFNG*) and a gene that encodes the OX-40 receptor (*TNFRSF4*). The two genes, *IFNG* and *TNFRSF4*, are involved in T-cell response and proliferation, respectively, and provide one potential mechanism that contributes to the shift from Th1 to Th2 T-cell response following bovine tuberculosis infection [41]. Epigenetic mechanisms have also been shown to play a role in the hepatic expression of TLR4, lipopolysaccharide binding protein (LBP) and haptoglobin in response to *E. coli* mastitis. Chromatin de-compaction and increased expression of key innate response genes, *LBP, HP, TLR2* and *TLR4* occurs in liver biopsies following an intra-mammary challenge with *E. coli*. In *TLR4,* the chromatin changes are also correlated with promoter de-methylation [42]. In a similar study that assessed the effects of feeding a high concentrate diet to induce sub-acute ruminal acidosis (SARA), chromatin de-compaction and expression of these innate response genes was again increased in liver biopsies with subsequent DNA de-methylation seen in all four genes. Presumably, these changes were a result of greater concentrations of LPS found in the rumen, and hepatic and portal veins of cows experiencing SARA [43].

To elucidate the underlying causes of differences in innate response to mastitis causing pathogens, we have taken advantage of two phenotypes with clear response differences, age and breed, where fibroblasts from older versus younger animals [22], and Holstein versus Angus animals [26] have much higher in vitro responses. The age-dependent difference in response has also been shown to be at least partially mediated by epigenetic mechanisms. Inhibition of DNA methylation and histone deacetylation in fibroblasts isolated from the same animal at 5- and 16-months of age abolishes differences in in vitro cytokine production suggesting methylation, chromatin modifications, or both contribute to the age-dependent increase in response [21]. To determine which genes are regulated by DNA methylation, methylated CpG island recovery assay or MIRA-seq, was previously performed on both the age and breed phenotypes following RNA-seq analysis. Unfortunately, this technique, which utilizes the protein complex MBD2b-MBD3L1 complex to enrich for methylated regions within the genome, has only moderate resolution (~500 bp) and few differences were detected in both phenotypes that fell within gene regions and none of these differences were detected in regions with a role in the innate response. Since it is known that small changes in methylation can be effective in changing gene expression it was necessary to utilize a more sensitive technique, such as was performed in the current study.

### Methylation differences in 5- versus 16-month dermal fibroblasts

Reduced representation bisulfite sequencing was performed on fibroblasts taken from 5- and 16-month old heifers that had significantly different IL-8 and IL-6 protein production and gene expression. This analysis revealed 14,094 differentially methylated CpG sites. Approximately two-thirds of these sites were more methylated in younger cultures, consistent with previous data suggesting global hypo-methylation in older individuals [44, 45]. The transcription factor, NF-κB which is a major activator of pro-inflammatory gene expression downstream of a number of pattern recognition receptors and TNF-associated receptors [46], was identified as significantly associated with hyper-methylated promoter regions in young cultures. This suggests that increased methylation in young cultures may block NF-κB binding sites, reducing transcription of pro-inflammatory genes. Blocking of NF- κB gene transcription by DNA methylation has been shown to occur in patients with secondary acute myeloid leukemia (sAML), where hematopoietic progenitor cells fail to express Fas receptor, an activator of apoptosis. The *FAS* gene was shown to contain 3 canonical NF-κB binding sites and increased methylation in bone marrow blast cells from patients with sAML as compared to those with low-risk myelodysplastic syndrome whose Fas expression remains intact. In addition, re-expression of Fas occurred in sAML patients upon de-methylation with AZA [47]. Although only identified in our suggestive (≥5× coverage) analysis, the transcription factor, cAMP regulated binding protein (CREB), was also associated with gene promoters more methylated in young cultures. Downstream of a wide variety of serine-threonine kinases (such as PKA, PKC, and p38 MAPK) CREB regulates a multitude of processes, including the innate immune response [48]. Recently, CREB has been shown to mediate TNF-α dependent GM-CSF production in primary asthmatic lung fibroblasts and human fetal lung fibroblasts [49]. CREB also increases LPS and TLR4 dependent IL-6 production in vascular smooth muscle cells which may contribute to the vascular inflammation seen in atherosclerosis [50].

In older cultures, transcription factor binding sites for Sp1, p300 and ATF, were enriched in hyper-methylated genes. Numerous genes contain Sp1 binding sites, which are located in GC-rich regions often regulated by DNA methylation. Somewhat contradictory to our hypothesis, Sp1 does up-regulate expression of some innate response genes. In intestinal epithelial cells, basal expression of TLR5 is regulated by Sp1. Interestingly, inducible expression of TLR5 is also partially mediated by p300, in agreement with our results that both Sp1 and p300 regulated genes were hyper-methylated in older cultures [51]. Alternatively, in response to LPS, Sp1 enhances macrophage transcription of IL-10, a key anti-inflammatory cytokine [52]. ATFs are members of the activating transcription factor/cAMP responsive element binding protein (ATF/CREB) family of transcription factors. It was not clear with DAVID analysis which of the family members were enriched in regulation of the genes more methylated in older cultures, however, analysis of just the 106 genes regulated by ATF showed that 62 were regulated by ATF6. ATF6 is a key transcription factor that is activated under ER stress and mediates the unfolded protein response. Again, contrary to our data, ER stress contributes to inflammation during an infection with *Brucella abortis* in a NOD1/NOD2 dependent manner and the unfolded protein response has been shown to strengthen NF-κB dependent inflammation [53, 54]. However, other ATFs, such as ATF3 have been shown to have the opposite effect and reduce inflammatory gene expression [55]. Furthermore, when additional stringency was applied to the TFBS analysis to include only genes that contained differentially methylated sites with ≥10× coverage we failed to identify any transcription factors associated with genes hyper-methylated in old cultures, unlike what was found in young cultures. An additional caveat to the transcription factor binding data used in the current study is that conclusions were drawn on sequence conservation found between human and rodent alignments. Sequence conservation does not necessarily result in transcription factor binding and regulation and whether enrichment of the identified transcription factors regulate cellular response differences to LPS in a methylation-dependent manner would need to be validated in our model.

### Gene expression analysis of differentially methylated genes

Methylation of DNA is most known for its role in repressing gene transcription. To determine if the measured methylation differences had any effect on gene expression, we chose six genes that exhibited higher methylation in young cultures for RT-qPCR analysis. We hypothesized these six genes would have lower expression in the young cultures due to their increased methylation status. We chose the following six genes for their potential role in the innate response: *TNFSF13, PIK3R1, NFATC1, FES, TCF7* and *RORA*. The TNF superfamily 13, or APRIL, protein is a surface or secreted ligand recognized by the transmembrane activator and calcium-modulating cyclophilin ligand interactor (TACI) and B-cell maturation antigen (BCMA) receptors and has been implicated in the pathogenesis of numerous pro-inflammatory conditions such as rheumatoid arthritis [56], atherosclerosis [57], lupus [58] and psioriasis [59]. Moreover, APRIL has been shown to activate NF-κB dependent cytokine production in macrophages [60] and keratinocytes [59]. In our analysis, fibroblast expression was significantly up-regulated in older cultures at 0 and 8 h post LPS treatment as we expected. The single site hyper-methylated in young cultures was located near to the consensus NF- κB binding sequence, 5′-GGGRNYY YCC-3′. However, since the gene did not increase after LPS treatment and was already up-regulated under basal conditions, it is unlikely NF-κB regulates its transcription in response to LPS.

The gene, *PIK3R1*, transcribes the p85α subunit of phosphoinositide 3-kinase (PI3K), a lipid kinase that phosphorylates phosphatidylinositol 4,5-bisphosphate (PIP2) to phosphatidylinositol 3,4,5-trisphosphate (PIP3). The p85α subunit is a regulator of kinase activity, whereby it is thought to inhibit PI3K activity under most circumstances [61]. Interestingly, in a murine model of polymicrobial sepsis, inhibition of the PI3K pathway increased serum IL1-β, IL-6 and TNF-α levels and decreased the survival rate of septic mice [62]. Alternatively, pharmacological activators of PI3K signaling have recently been suggested as anti-inflammatory drug candidates [63]. However, the role of PI3K in inflammation is complex, since kinase activity can also activate leukocytes and is further complicated by the existence of multiple isoforms of PI3K with a variety of physiological functions [64]. In our model, PIK3R1 expression was up-regulated in older cultures at all 3 time points post LPS with a fairly consistent fold change of 2.5 – 3.0 fold. A single CpG site in the promoter region was more highly methylated, only 23 base pairs from start site of the gene, potentially interfering with the progression of the RNA polymerase enzyme complex.

Nuclear factor of activated T-cells, calcineurin dependent 1 (NFATc1), the gene product of *NFATC1,* is a calcium dependent transcription factor that is necessary for lymphocyte development and is expressed in a number of other cell types such as dendritic cells [65], macrophages [66] and endothelial cells [67] and is responsible for mediating TLR-4 independent, CD-14 dependent pro-inflammatory gene expression in response to microbial agonists, such as LPS. Interestingly, the *NFATC1* gene is less methylated and more expressed in individuals with lower socioeconomic status which is a known risk factor for increased inflammation that can lead to pathologies such as type II diabetes [68, 69]. In our study, NFATc1 was induced following LPS stimulation in both young and old fibroblasts, further solidifying its role as an LPS-responsive transcription factor. In the promoter, the differentially methylated CpG was located directly downstream of a Sp1 binding site that has been shown in numerous recent studies to bind at lower levels with increased DNA methylation status [70–72]. In addition, two other sites were located in the last intron of the gene. This is of interest because an enhancer element has been identified using human lymphocytes within the last intron of the NFATc1 gene that activates transcription to an even greater extent than the promoter region of the gene [73].

Feline sarcoma oncogene (FES) is a non-receptor tyrosine kinase that, in humans, stimulates hematopoiesis, osteoclastogenesis and mast cell activation [74]. It is worth mentioning that both FES and PI3-K activate mast cells through a similar SCF-c-Kit-integrin pathway and the two proteins have been speculated to interact with one another through tyrosine phosphorylation of PI3-K by FES [75, 76]. As with PIK3R1, FES kinase expression was also similarly up-regulated at all time points in older cultures while younger cultures had two hyper-methylated sites near to the transcriptional start site which again may interfere with transcriptional elongation by RNA polymerase.

Transcription factor 7 (TCF7), transcribed from the gene *TCF7* is a transcription factor that is crucial to the proper development of T-cells in the thymus, but has been shown to inhibit the development of regulatory T-cells, or Tregs, which suppress inflammation and aid in the resolution of infection [77]. Although several methylation differences were detected within the promoter region of *TCF7*, no difference in expression was measured in fibroblasts either basally or post LPS. There are a couple of possible explanations for this discrepancy. Methylation itself may not be sufficient to repress expression and it is likely an over-simplification to assume methylation always leads to repression. For example, in a study assessing the relationship between methylation and gene transcription in the blood of 148 healthy human subjects, the authors found that 276 of 798 local associations were actually positively associated, where less methylation led to less transcription or more methylation led to more transcription [78]. Other factors, such as histone modifications and transcription factors that also have an effect on transcription should be taken into consideration as they can override any differences in methylation as has been shown in the differentially imprinted gene *IGF2R* [79]. Lastly, it is possible that splice variants of *TCF7* exist that exhibit differential expression in our samples but were not measured in our RT-qPCR analysis.

Finally, RORA, or retinoic acid related (RAR) orphan receptor alpha, belongs to a family of nuclear receptor transcription factors (RORs) which have known roles in the innate and adaptive immune response, circadian rhythm and metabolic regulation, among others [80]. Specifically, RORA is required for the development of type II innate lymphoid cells and mice lacking the gene experience reduced eosinophil-mediated lung inflammation in response to allergens [81] and are less susceptible to obesity induced inflammation in response to a high fat diet [82]. We detected a small, but significant increase in RORA expression in older fibroblasts at 8-h post LPS. In this case, we identified 6 methylation differences all within first intron of the gene which can contain enhancer elements for gene activation [83].

### Expression of differentially methylated genes in Angus versus Holstein fibroblasts

In our final experiment, we wanted to determine whether similar expression differences could be detected in another high-low response phenotype, a breed difference identified in our lab that shows the Holstein breed having a much higher in vitro response as compared to the Angus breed [26]. Genes similarly up-regulated in Holsteins might suggest a conserved mechanism of regulation, such as DNA methylation or other epigenetic modifications. This of particular interest in the breed difference as these two breeds are not only genetically selected for divergent purposes but also experience highly dissimilar neonatal environments, leaving room for possible environmental interventions. Many studies have shown that neonatal nutrition, maternal care and exposure to immune agonists can shape an individual’s adult epi-genotype and all three of these environmental influences differ between Holstein and Angus calves. Angus calves are maternally cared for in a pasture setting, drink milk from their dam, and are exposed to a variety maternally-derived commensal and environmental microbes in contrast to Holstein calves that are raised individually without maternal contact, fed milk replacer, and are housed in a considerably more defined environment.

Expression analysis of fibroblasts isolated from the two breeds showed some similar differences to our age-dependent differences. In the high responding Holstein breed, *FES, NFATC1, RORA,* and to a lesser extent *PIK3R1,* were up-regulated. Additionally, *TCF7* was up-regulated, a difference not detected in the young-old culture comparison. This discrepancy may indicate a genetic difference as a result of selection for different traits (beef versus dairy) between Angus and Holstein breeds. No difference was measured in *TNFSF13* suggesting the loss of methylation is unique to the aging process. Most noteworthy of the differentially expressed genes were *FES* and *NFATC1*. These two genes showed an identical pattern of up-regulation in Holstein cells as was seen in older cells, indicating they may be similarly regulated. However, additional experiments with the Holstein and Angus cultures would be necessary to confirm whether expression differences are due to differences in methylation or other epigenetic factors, genetic differences, or a combination of factors. Expression of *FES* is up-regulated basally in both high response phenotypes, making it a candidate biomarker for selection strategies which would require a rapid test without the need of culturing cells and treating with LPS. Additionally, *NFATC1* is of interest due to its role in the response to LPS and as a known contributor to many pro-inflammatory pathologies. Future studies assessing methylation differences in Angus and Holstein breeds are underway and should provide insight into how this phenotype is regulated.

One limitation of the current study was that the RRBS technique does not allow for a comprehensive methylation analysis and as a result many CpG sites are missed. This may be one reason why we failed to identify methylation differences in classic LPS response genes that show similar up-regulation of expression in both high responding phenotypes. 

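The authors' list of 14094 differentially methylated sites held 0 sites annotated to TLR4, CD14, TNF, IL6 or IL8 (also CXCL8). How many tested sites lie in these genes was not analysed here, since the annotation covers the listed sites alone.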

Targeted bisulfite sequencing of candidate genes, such as *TLR4* and *IL8*, will be the subject of future experiments to determine whether methylation may influence expression of genes that directly mediate LPS response.

## Conclusions

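The mean ratio over all tested sites was 24.2% ± 0.537 (SD, n = 6) in young and 23.8% ± 0.445 in old cultures. The mean paired difference was 0.437 percentage points (SD 0.580), with 4 of 6 animals higher in the young culture (two-sided exact sign-flip permutation test, P = 0.156). With methylated reads summed over all sites and divided by all reads, the difference was 1.25 points and 6 of 6 animals were higher in the young culture (exact P = 0.031). Over the sites with at least 10 reads in every culture, the mean ratios differed by 0.269 points, with 4 of 6 animals higher in the young culture (exact P = 0.375).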

Overall, the current study has shown that many sites differ in their methylation status in young versus old cultures, with the majority of sites becoming less methylated as the animals increased in age. Candidate innate response genes that were hyper-methylated in young cultures also exhibited lower expression in most instances, indicating methylation may suppress expression in younger cultures making them less responsive to TLR agonists, such as LPS. Expression analysis in a second high-low response phenotype, Angus versus Holstein fibroblasts, identified two genes (*FES* and *NFATC1*) that showed an identical response pattern as the young and old cultures. These two genes may be useful as candidate biomarkers for predicting whether an animal will have a high or low response phenotype, and subsequently, whether she is susceptible to severe mastitis. In conclusion, knowledge of critical changes in methylation that increases the magnitude of inflammatory response within an individual may elude to the mechanisms of between-individual variation in the innate response. This is particularly important in diseases where an unregulated innate response contributes to the pathology of the disease, such is the case in bovine mastitis.

## Additional files

Additional file 1: Hyper-methylated genes in 5-month cultures. **Table S1.** Hyper-methylated promoter regions. **Table S2.** Hyper-methylated exon regions. **Table S3.** Hyper-methylated intron regions.

Additional file 2: Hyper-methylated genes in 16-month cultures. **Table S1.** Hyper-methylated promoter regions. **Table S2.** Hyper-methylated exon regions. **Table S3.** Hyper-methylated intron regions.

Additional file 3: Clustering analysis on the top 100 differentially methylated sites in young (1A - 6A) versus old cultures (1B - 6B).

## Abbreviations

ATF: Activating transcription factor
AZA-TSA: 5-aza-2-deoxycytidine and Trichostatin A
CREB: cAMP regulated binding protein
DAVID: Database for Annotation, Visualization, and Integrated Discovery
DMC: Differentially methylated CpG
DMR: Differentially methylated region
*E. coli*: *Escherichia coli*
FES: Feline sarcoma oncogene
GO: Gene Ontology
IL-6: Interleukin-6
IL-8: Interleukin-8
KEGG: Kyoto Encyclopedia for Genes and Genomes
LPS: Lipopolysaccharide
MIRA: Methylated CpG island recovery assay
Mr: Methylation ratio
NFATc1: Nuclear factor of activated T-cells, calcineurin dependent 1
PAMP: Pathogen associated molecular pattern
PI3K: Phosphoinositide 3-kinase
PIK3R1: Phosphatidylinositol 3-kinase regulatory subunit alpha
PRR: Pattern recognition receptor
RORA: Retinoic acid related orphan receptor alpha
*S. aureus*: *Staphylococcus aureus*
sAML: Secondary acute myeloid leukemia
SARA: Sub-acute ruminal acidosis
TCF7: Transcription factor 7
TFBS: Transcription factor binding site
TLR: Toll-like receptor
TNFSF13: Tumor Necrosis Factor Super Family 13
TSS: Transcription start site
WGBS: Whole genome bisulfite sequencing

How the deposited data were processed for this re-analysis (not part of the article)

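RRBS data of 12 dermal fibroblast cultures were used, from 6 Holstein heifers sampled at 5 months (6 young cultures) and at 16 months (6 old cultures). The authors' pipeline at Zymo Research trimmed the reads with Trim Galore, aligned them with Bismark to bosTau8, kept uniquely mapped reads and counted overlapping mates separately. The deposited methylation ratio of each culture is a fraction, C/(C + T), rounded to 2 decimals. The deposited coverage is the count of reads at that position and strand, with no normalization. The deposited p-value of each position comes from the authors' paired comparison of the ages, is not adjusted, and is 1 wherever the mean difference is below 0.10. A further table of the authors holds the 14094 positions with a p-value below 0.05, with gene and CpG island annotation.

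The table of tested positions was checked before use. It held 838705 positions, strand by strand, and the lowest coverage in any culture was 5 reads. Each ratio lay within rounding of a whole number of reads over the coverage. The number of reads limits the precision of 1 ratio: the median coverage per culture was between 11 and 18 reads, and reads are not independent molecules.

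The main setting followed the methods: the paired t-test of the methods on the deposited ratios, with the animal as the pair, an unadjusted P below 0.05, and at least 5 or at least 10 reads in every culture. A minimum mean difference of 0.10 was added because the deposited p-values apply it. Sites with no spread among the 6 differences were given a P of 1. The annotation of promoters, exons, introns and CpG islands was taken from the authors' list, so it could be given only for sites of that list. The comparison of these classes with all tested sites, which had been planned, was therefore not run. Distances to transcription start sites, binding motifs and the coverage of promoters were not analysed here. The gene table at hand is of another assembly, ARS-UCD2.0, and none of its coordinates were used.

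The pairing comes from the animals: the cultures with the same number are of 1 heifer. The deviations of the ratios from the mean of each age were correlated across sites. Between the cultures of an animal the median was 0.0435 (from -0.00240 to 0.0899, 6 pairs). Between cultures of different animals it was -0.0133 (from -0.0498 to 0.0485, 30 pairs). The ranges overlapped, so these correlations alone do not establish the pairing.

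The tests were first run on 20000 simulated sites of which 200 differed by 40 percentage points. The paired t-test of the methods recovered 99.0% of the changed sites and called 0.949% of the others. The exact sign-flip permutation test recovered 88.5%, limma 99.5%, the quasi-binomial model 98.0% and the unpaired test 99.5%. The changed sites had the same expected ratio in all animals of an age, so these shares need not hold where animals differ. A quasi-binomial model with no lower limit on its dispersion gave 15.6% of the unchanged simulated sites a P below 0.05. The dispersion was therefore not allowed below 1, a departure from the plain model that was made on simulated data alone, and its p-values were checked against R.

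For sites named in the text, the exact sign-flip permutation test over the 64 sign patterns of 6 animals was two-sided. An exact permutation test over the 924 ways to part 12 cultures equally ignored the pairing. Named sites were those of the authors' list in the 6 genes the paper selected, and the 5 annotated differentially methylated sites per direction with the largest mean difference, 1 per gene, among sites with at least 10 reads in every culture and the same direction in all 6 animals. A site named by this rule is not reported here. The rule also covered the LPS response genes the paper names, but the authors' list held 0 sites annotated to them. The sites in the supplementary tables had been seen when this rule was written.

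The alternatives were no minimum difference, a minimum difference of 0.25, the mean coverage in place of every culture, a coverage minimum of 20, no pairing, limma with the animal as a block, the exact sign-flip test, the quasi-binomial model, an arcsine square root scale, Benjamini-Hochberg adjustment, merged strands, autosomes only and each animal left out in turn. Ratios recomputed from whole reads, halved coverage at positions even in all cultures, ratios brought to 1 common distribution and a stricter coverage rule for the selected genes were added later. The counts and directions of the methods' paired test, the adjusted count, the X chromosome share, the partner strands and the clustering were repeated for the 32 ways to swap the ages within animals. The annotation classes, the loci and the other tests were not. Thinning of reads was drawn without replacement with the seed 11.

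The software was Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, and R 4.3.3 with limma 3.58.1. Cytokine protein, gene expression and the enrichment of pathways were not analysed here.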

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

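All values below were screened in the same way, and the test on the partner strand was set before its result was seen. Among 128 groups of 6 cultures, 9 held a culture whose distance to its nearest neighbour exceeded 0.625 of the whole range. Chance gives about 1 in 20 groups, or 6.4 here, so the number of such cultures is close to that of chance.

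In culture 2A, 63.1% of the positions had an even coverage, and in the other young cultures 64.0 to 64.4%. No technical explanation for this was tested, and the design gives no biological one. The old culture 1B was as low, at 63.0%.

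The other 8 cases were single ratios at named sites. Culture 6A had 8% at the CCDC151 site, where the other young cultures had 44 to 60%. Culture 2A had 42% at the CRB1 site against 0 to 15% in the other young cultures. Culture 5A had 57% at FES position 22204238 against 12 to 27%, on 7 reads, and 82% at PIK3R1 position 11398981 against 27 to 44%. Among old cultures, 5B had 9% at FES position 22204253, where the others had 0%, and 42% at TCF7 position 47350997 against 0 to 15%. Culture 1B had 27% at NFATC1 position 1038352, where the other old cultures had 0%, and 36% at RORA position 49468027 against 0 to 12%.

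A technical explanation tested for these single ratios was chance in the reads sampled at that strand. The partner strand was tested for 4 of the 8 sites, and in 1 of them the same culture was also the extreme of its group. That site was CRB1, where culture 2A had 56% on the partner strand against 12 to 25% in the other young cultures, which argues against chance in the reads there. At the NFATC1, RORA and TCF7 sites the partner ratios of 8%, 27% and 13% lay inside the range of the other old cultures, consistent with chance in the reads. At the sites of CCDC151, FES and PIK3R1 no partner was tested and the explanation stays open. A true difference between animals, or a sequence variant of 1 animal at the CpG, was not tested at any of them.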

How the results depend on the processing

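The alternatives were chosen before the data were examined, except those named as added after the results were seen. The main values were 14129 DMCs (9370 more methylated in young and 4759 in old cultures, 66.3% in young) and 2901 DMCs at 10× (1941 and 960).

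With no minimum difference the counts were 24094, 14689 and 9405 (61.0% in young), and 8716, 4878 and 3838 at 10×. With a minimum of 0.25 they were 3275, 2488 and 787 (76.0%), and 455, 381 and 74 at 10×. When the mean coverage replaced the coverage of every culture, the counts at 10× were 10652, 7000 and 3652, since more sites enter the test. With a minimum of 20 reads, 376, 223 and 153 DMCs were left (59.3%), since fewer sites enter it. By limma's moderated test with the animal as a replicate block, 22919, 15015 and 7904 were called (65.5%), and 4469, 2935 and 1534 at 10×. By the exact sign-flip test, 6511, 4504 and 2007 were called (69.2%), and 1522, 1023 and 499 at 10×. The quasi-binomial model with the replicate block gave a share of 67.9%, and merged strands gave 68.5%. Except where a larger or smaller number of tested sites shows it, the cause was not tested. After Benjamini-Hochberg adjustment of the methods' paired test all of these counts were 0, and no share can be given. limma also left 0 sites, from 34002 with an unadjusted P below 0.05. The quasi-binomial model left 0 from 19781, but it also passed 0 of 200 changed simulated sites, so its count decides nothing. The smallest adjusted value was 0.470 in the paired test and 0.0865 by limma. With ratios from whole reads, added after its results were seen, 0 sites passed and the smallest was 0.0538. The share more methylated in young cultures stayed above 50% in every alternative that gave one.

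With no replicate block, that is with the paired cultures treated as unpaired, 16043 DMCs were called, with 67.1% in young, and 3296 at 10×, and 1 site passed adjustment where 0 did in the paired test. The pairing changed no other count across all sites by more than 1.5 times. Of the 46 sites of the selected genes, 23 had an exact P below 0.05 with the pairing, 43 without the replicate block and 38 by the quasi-binomial model with it. The cause was not tested, but the paired exact test passes a site only when all 6 animals differ in 1 direction.

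Without replicate 1 to 6 in turn, the DMC counts ran from 12866 to 14486, the share in young from 61.6 to 68.0%, and the counts at 10× from 2956 to 3672. The number of DMCs more methylated in young ran from 7928 to 9206 and in old from 4331 to 5511.

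The first split placed 12 cultures by age with the top 100 sites, and 7 with all tested sites and no selection. Annotations to promoters, exons and introns fell from 4984 to 807 at 10×, where fewer sites are tested. The X chromosome share of DMCs was 4.42% and at 10× 4.83%. The share of partner strands with the same direction was 70.2%, and 62.7% with no minimum difference. The global difference of 0.437 percentage points (exact P = 0.156) became 1.25 points (exact P = 0.031) with methylated reads divided by all reads, which gives weight to sites of high coverage, and 0.269 points (exact P = 0.375) with 10 reads in every culture. Without a replicate it ran from 0.322 to 0.574 points.

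For the differences at the 46 single sites, 111 other values with a test were computed. Of these 62 stayed on their side of the threshold and 49 changed it: in 43 the exact or model P fell below 0.05 and in 6 it rose above it. The 276 values with an animal left out decide nothing, since leaving out 1 of 6 animals cannot move a mean by 1 SD.

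Among the settings added after the results were seen, ratios brought to 1 common distribution gave a share of 55.9% in young. Ratios from whole reads gave 14096 DMCs (66.3%), and halved coverage at positions even in all cultures gave 12368 (66.8%) and 2299 at 10×. Not run were the classes of all tested sites and the classes with no minimum difference, because the annotation covers the authors' list alone. Depth limits these results: 32.6% of the tested sites had 10 reads in every culture, and the median coverage of a culture was between 11 and 18 reads.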

Differences from the paper's values

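The stricter coverage rule and the ratios from whole reads were tried only after the values had been seen. The paper's Table 5 lists 2 differentially methylated sites for FES, 3 for NFATC1 and 2 for PIK3R1. Its footnote defines them by the difference and the P alone. That rule also takes sites of lower coverage, so its counts are higher. Examples are FES position 22203082 (9.08 reads), NFATC1 position 1038043 (9.92), PIK3R1 position 11409907 (9.17) and RORA position 48977624 (8.33). The paper's criteria for choosing the genes were a difference above 25 percentage points, a mean coverage above 10 reads and more methylation in young cultures. By these and a P below 0.05, the deposited values gave 4 sites for FES, 5 for NFATC1 and 4 for PIK3R1. The alternatives that could be run for these counts, set before the data were examined, were the quasi-binomial model with the animal as a block and the test with no replicate block. Neither closed a gap: both gave 4, 5 and 4. At least 10 reads in every culture, a rule chosen after seeing the values, gave 2 sites for PIK3R1, which equals the paper's count, and 1 site each for FES and NFATC1. The same rule gave 1 site for RORA, where the paper's Table 5 lists 5, and 0 for TCF7, where it lists 2. It therefore drops at least 1 of the paper's sites of FES, 2 of NFATC1, 4 of RORA and 2 of TCF7.

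For FES the paper's text names 2 promoter sites and, additionally, 2 sites in exons. It gives the promoter sites as distances downstream of the transcription start site, and no genome positions. If no site is counted in both classes, the paper's total equals the 4 found here, but the classes differ. Of the 4, 22204113 was annotated to both the promoter and an exon, and 22204255, 22204311 and 22204372 to the promoter alone. The paper's 2 promoter sites are spaced as are the listed positions 22204111 and 22204113, both annotated to the promoter and an exon. Positions 22204253 and 22204255 have the same spacing. The difference was 24.8 points at 22204111 and 10.2 points at 22204253, so neither met the criterion of 25 points. A site a few bp downstream of a start site lies in an exon. Of these pairs only 22204111 and 22204113 were annotated to an exon, which argues against 22204253 and 22204255. Distances to the start site were not computed.

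For RORA the values gave 6 sites, where the paper's Table 5 lists 5 and its text 6. For TNFSF13 and TCF7 they gave 1 and 2 sites, as the paper lists. The paper describes 1 promoter site and 1 intron site of PIK3R1, while the deposited list, with no further criteria, holds 4 promoter positions. All 4 were more methylated in young cultures, and 1 of them, 11409907, had a mean coverage of only 9.17 reads. The rule of at least 10 reads in every culture was chosen after seeing the values. Of the sites with a difference above 25 points, it left promoter position 11409908 and intron position 11399006. These are the classes that the paper describes.

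The counts over all sites lay close to the paper's. The paper reports 14094 DMCs, 9351 more methylated in young and 4743 in old cultures, and 14129, 9370 and 4759 were found here. At 10× the paper reports 2865 and 2901 were found. With ratios computed from whole reads, a setting chosen after seeing the values, 14096 and 2865 were found, and 14091 of the authors' 14094 sites were among them, so 3 of these were dropped. The test with no replicate block gave a share of 67.1% more methylated in young cultures, and the main setting 66.3%, beside the paper's 67%. The paper's own counts give 66.3% as well.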

Other observations

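The swaps of the ages for the numbers of DMCs, for their share in 1 direction and for the partner strand, the test of even coverage, the setting with ratios brought to 1 distribution, and the middle range of coverage in the test of partner strands, which changed how that test was read, were chosen only after the results had been seen. The other tests were set before their results were seen. All swaps exchange the ages within animals, so each of the 32 parts all 6 pairs, and a swap of 1 animal still holds 5 real pairs.

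The number of DMCs was largest with the real ages: 1 of the 32 swaps, the real one, reached it, and the same held at 10× (1 of 32). The lowest value this test allows is 1 of 32, and no allowance was made for the number of patterns tested. The swaps also cannot exclude a batch that goes with age. Taken 1 at a time, chance can be excluded for both counts at a level of 0.05. It can be excluded for the number more methylated in young cultures too (1 of 32, by their larger direction), but not for the number more methylated in old cultures, which 2 of 32 reached in their smaller direction and 24 of 32 in either direction. The other swaps gave a median of 9125 DMCs and at most 12621, the latter with the ages of animal 2 swapped. After Benjamini-Hochberg adjustment 0 sites were left and 32 of the 32 swaps had at least as many, with at most 2. The share of partner strands with the same direction was highest with the real ages (1 of 32).

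For the share of DMCs in 1 direction chance cannot be excluded, since 5 of 32 swaps were as uneven, and 7 of 32 at 10×. A difference in coverage between the cultures of a pair was tested by thinning each pair to the lower coverage at every site. The share in young cultures was then 65.1%, and 62.7% with all 12 cultures thinned to the lowest coverage at every site, which argues against coverage as the whole cause. With the ratios of all cultures brought to 1 distribution the share fell to 55.9%, between its value and 50%, so a shift of the whole distribution in some cultures may account for part of it. That shift and an effect of age spread over many sites cannot be told apart here, since both move whole cultures. An effect of age on the direction stays open.

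An X chromosome share as high as that of DMCs more methylated in old cultures was found in 30 of the 32 swaps, so chance cannot be excluded. The first split over the top 100 sites separated the swapped ages in 32 of 32 swaps, which is what choosing sites by the difference gives, and it therefore cannot tell the real ages from the others. A different view came from the first component of all tested sites, chosen without regard to age. After thinning every site to the lowest coverage of the 12 cultures, its score was still higher in the young culture of 6 of 6 animals (exact P = 0.031), which argues against a difference in coverage between the cultures as the whole cause. It is consistent with a difference that goes with age, and the paper states that the cells for DNA were cultured side by side. Whether young and old cultures were stored, prepared as libraries or sequenced in separate batches is not stated, so such a batch stays open and was not tested.

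Culture 2B stood alone at the first split over all sites and had the lowest mean coverage, 22.7 reads. After thinning every site to the lowest coverage of the 12 cultures, it shared its side with others, 10 cultures in all, and cultures 2A and 4A formed the other side. Low coverage of culture 2B is thus a candidate explanation for its place.

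At DMCs the partner strand kept 0.382 of the difference. If chance in the reads sampled at low coverage were the cause, DMCs of high coverage would keep more. The part kept was 0.353 (standard error 0.0128) at a mean coverage under 15, 0.432 (standard error 0.0128) at 15 to under 30 and 0.0626 (standard error 0.0226) at 30 or more, a change of -0.290 from the lowest to the highest range. The test first compared these 2 ranges alone, and the fall between them was read as speaking against low coverage until the rise in the middle range was included. The highest range holds 378 DMCs with a mean difference of 0.122, so coverage and the size of the difference are not parted there. Among DMCs with a difference under 0.15 the parts were 0.182, 0.159 and 0.0628. Chance in the reads at low coverage therefore stays open. For DMCs called with swapped ages the part kept was 0.0194 to 0.314 (median 0.0737), below the value with the real ages in all other swaps. Differences between the strands themselves were not tested and stay open. The DMCs with a difference of at least 0.4 had a partner with the same direction in 98.8% of 173 cases, those with at least 0.25 in 89.0% of 1258, and those with a mean coverage of 30 or more in 55.3% of 378 (95% interval 50.3 to 60.2%). For DMCs of any coverage called with swapped ages this share was 50.9 to 67.9% (median 55.8%).

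Coverage was even in all 12 cultures at 14.6% of the positions, and there 96.4% of the partly methylated values had an even number of methylated reads. This is consistent with both mates of 1 fragment being counted at the same CpG, as the paper's methods describe. At such positions a coverage of 10 reads may stand for 5 fragments, and halving the coverage there left 12368 DMCs.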
